# Fibroblast growth factor receptor risk signature predicts patient prognosis and immunotherapy resistance in colorectal cancer

**DOI:** 10.3389/fimmu.2024.1493673

**Published:** 2024-11-29

**Authors:** Xiaofang Li, Zhiling Pan, Tiankuo Luan, Qian Xiao, Liuying Li, Qianxue Wu, Guoqing Yao, Xiang Zhang, Daqiang Song

**Keywords:** fibroblast, tumor immunity, prognosis, therapy resistance, colorectal cancer

## Abstract

**Background:**

Fibroblast Growth Factor Receptor (FGFR) signaling is linked with tumor progression and tumor immunoevasion, yet the potential effect of FGFR signature on the prognosis of patient with colorectal cancer (CRC) and response to immune therapy remains elusive.

**Methods:**

The fibroblast growth factor receptor risk signature (FRS) was identified through single-cell RNA sequencing, bulk RNA sequencing, and machine learning techniques. Signaling enrichment analyses were conducted using Gene Set Enrichment Analysis (GSEA) and the Kyoto Encyclopedia of Genes and Genomes (KEGG). Drugs targeting the FRS were predicted using the Cancer Therapeutics Response Portal (CTRP) and PRISM databases. The analysis of T cell function and the tumor microenvironment (TME) was performed using flow cytometry.

**Results:**

In this study, we characterized the FRS in cancer patients with CRC. By integrating advanced techniques, we identified the FRS and revealed the intricate molecular landscape and diversity of the FRS within the TME. Notably, the FRS effectively predicted unfavorable prognosis and resistance to immunotherapy in CRC patients. Furthermore, PHA-793887, identified as a potential FRS inhibitor by the CTRP and PRISM databases, significantly restructured the immunosuppressive TME and enhanced the antitumor immune response, resulting in a reduced tumor burden in the MC38 murine tumor model.

**Conclusion:**

Together, these data support FRS positively correlates with poor prognosis and therapy resistance. The PHA-793887 could be a potential FRS inhibitor to improving the effectiveness of CRC management via bolstering antitumor immunity.

## Introduction

Colorectal cancer (CRC) stands as a significant contributor to cancer-related deaths globally, featuring an intricate interaction between genetic and environmental elements that propel its onset and advancement (1, 2). The disease’s diversity and inconsistent reaction to therapies highlight the necessity for a more profound comprehension of its molecular foundations. Despite advancements in early detection and treatment, the precise mechanisms driving CRC progression and the genes influencing patient prognosis remain insufficiently understood. Elucidating these complexities is essential for developing new prognostic indicators and treatment strategies.

Fibroblast growth factor receptor (FGFR) signaling plays a critical role in multiple aspects of tumor biology, including cell proliferation, survival, angiogenesis, and invasion. The activation of FGFR signaling is observed in various cancers, contributing to aggressive disease phenotypes and poor outcomes (3–5). Nevertheless, the correlation between FGFR signaling and the tumor microenvironment (TME) in CRC remains inadequately defined. With an increasing understanding of the TME’s influence on cancer progression and response to immunotherapy, clarifying the association between FGFR signaling and the immunological landscape of CRC is highly relevant (6, 7). Examining FGFR risk signature (FRS) holds promise for shedding light on CRC pathogenesis and guiding prognostic assessments of patients.

The emergence of cancer immunotherapy has revolutionized the management of various malignancies, including CRC. Despite its potential, the clinical effectiveness of immunotherapy is frequently impeded by the development of treatment resistance, benefiting only a subset of patients (8, 9). The mechanisms driving this resistance are complex, involving aberrant activation of specific intracellular transcriptional pathways in tumor cells, among other factors (10, 11). In the context of CRC, our investigation has revealed a significant association between the FRS and immunotherapy resistance. Given the established role of FRS in influencing cellular behavior and the TME, targeting this signature presents a promising strategy to overcome this resistance.

In this study, we utilized bioinformatic tools and experimental models to identify and forecast the effectiveness of inhibitors targeting the FRS. Our goal was to devise a therapeutic strategy capable of selectively disrupting FRS, thereby enhancing the anti-tumor immune response and impeding tumor progression. Our results indicate that FRS-targeting inhibitors have the potential to reshape the TME, enhance T cell function, and elicit antitumor responses. This discovery carries substantial translational significance, suggesting that the integration of FRS inhibitors with existing immunotherapies may provide a novel approach to improving treatment efficacy and clinical outcomes for CRC patients.

## Materials and methods

### Animal experiments

In the present investigation, male C57BL/6J mice, aged 6-8 weeks, were obtained from Ensiwer Corporation and utilized in the ICB-resistant MC38 tumor model. The colorectal cancer MC38 cell line, adjusted to a concentration of 1 × 10^5 cells, was subcutaneously inoculated into these mice. On the seventh day post-inoculation, the animals were administered either IgG or anti-CTLA4 antibodies (Bio X cell, 9H10) at a dosage of 5 mg/kg for a continuous period of five days. At the culmination of the designated experimental timelines, the tumor tissues were meticulously excised for further analysis. In a subsequent experimental paradigm, mice bearing MC38 tumors were subjected to treatment with either a control vehicle or PHA-793887 (MedChemExpress, HY-11001), administered at a dosage of 10 mg/kg. Post-treatment, the excised tumor tissues underwent flow cytometric analysis to elucidate the impact of PHA-793887 on the TME. Concurrently, tumor dimensions were meticulously monitored biweekly throughout the experimental period.

### Flow cytometry analysis

Live cells were assessed using the Fixable Viability Dye eFluor 450. To evaluate cytokine production, the cells were stimulated with the Cell Stimulation Cocktail and subsequently labeled with anti-IFN-γ (BioLegend, XMG1.2) and anti-TNF-α (BioLegend, MP6-XT22) antibodies. Other antibodies included an-CD45 (Biolegend, 2D1), anti-CD11b (BioLegend, M1/70), anti-CD8a (BioLegend, 53-6.7), anti-CD4 (BioLegend, GK1.5), anti-FOXP3 (BioLegend, MF-14), anti-F4/80 (BioLegend, BM8).

Analysis of stained cells was conducted using a BD FACSCanto II Flow Cytometer in conjunction with BD FACSDiva software (BD Biosciences), and the resulting data were processed using FlowJo software (version 10.5.3).

### RNA sequencing analysis

Total RNA was isolated from MC38 tumor tissues using the Trizol reagent (Invitrogen, catalog number 15596026). RNA samples were forwarded to ANNOROAD for construction of sequencing libraries and subsequent sequencing on the NovaSeq platform (Illumina). The resultant raw fastq files were processed to quantify gene expression as transcripts per million (TPM) using the htseq-count tool, facilitating the downstream analysis. Differential expression analysis of genes (DEGs) was performed using the “DESeq2” R package, applying stringent filtering criteria: a fold change threshold greater than 2, an adjusted *P*-value of less than 0.05, and a mean log2-TPM in the high-expression cohort exceeding 0.

### Data acquisition

In the present investigation, we procured five distinct public datasets from the NCBI Gene Expression Omnibus (GEO) repository. Our approach entailed the application of scRNA-seq datasets, namely GSE231559 and GSE166555, to dissect the heterogeneity of fibroblast populations within both normal and neoplastic colorectal tissues. Additionally, we leveraged the COAD cohort from the TCGA database and an aggregate of three bulk RNA sequencing datasets, GSE17536, GSE29621, and GSE38832, for the development and substantiation of our prognostic model. It is important to note that for analyses based on publicly available datasets, neither patient consent nor ethical board approval is required.

### scRNA-seq data analysis

The processing of scRNA-seq data was executed utilizing the ‘Seurat’ R package (version 5.0.2), following established protocols (12). Initially, a stringent filtration criterion was applied, excluding cells with gene expression levels below the 200-gene threshold or exceeding the 6000-gene ceiling, as well as those with mitochondrial gene expression surpassing the 5% mark. This exclusionary process was pivotal for the retention of a substantial cell population representative of the datasets in question. Subsequently, the SCTransform function was utilized to standardize and normalize the raw count data, which was then subjected to principal component analysis (PCA) to identify the underlying patterns. To address and neutralize batch effects inherent in the dissociated scRNA-seq datasets, the “Harmony” R package, was strategically implemented. Clustering was conducted by assessing the edge weights connecting pairs of cells, culminating in the construction of a shared nearest-neighbor graph. This graph was adeptly derived using the Louvain algorithm, facilitated by the FindNeighbors and FindClusters functions. The outcome of this process was a visual representation of the cells, rendered through the UMAP algorithm, providing a comprehensive overview of cellular distribution. The “FindMarkers” function was employed to pinpoint genes that were preferentially expressed within specific clusters, in addition to identifying DEGs. Each resultant cell cluster was annotated with reference to established cell-type marker genes, enhancing the interpretability of the data. To elucidate the distinct expression profiles of the identified genes at the single-cell level, the “scRNAtoolVis” package was utilized, providing a graphical interface that enabled precise and clear visualization of gene expression patterns.

### High dimensional weighted gene co-expression network analysis

To explore genes associated with FGFRS-positive fibroblasts, we conducted a hdWGCNA using the “hdWGCNA” package. We created metacells for each sample and cell cluster, with 50 cells per metacell, and applied a standard pipeline of functions to analyze gene expression patterns and visualize module relationships in a reduced-dimensional space.

### Machine learning-based construction of an FGFRS-fibroblast-related prognosis model

As previous published study (13, 14), we identified FGFRS-fibroblast-related genes using hdWGCNA and validated their predictive potential in tumor development with three transcriptome datasets, GSE17536 GSE29621, and GSE38832. Using the “mlr3” package, we developed a predictive model incorporating seven machine learning algorithms. Following cross-validation, we selected the most accurate model and assessed its predictive ability on an independent test set.

### Trajectory and cell-cell communication analysis

Employing an unsupervised approach, pseudotemporal analysis was performed using the “Monocle” package, applying the DDR-Tree algorithm with its default parameters to delineate the developmental trajectory of fibroblasts. Following the pseudotemporal trajectory mapping, the “plot_pseudotime_heatmap” function was engaged to craft a heatmap. This visual tool effectively depicted the fluctuating expression patterns of a cohort of genes, illustrating their dynamic behavior along the pseudotime trajectories of fibroblasts. Furthermore, to uncover potential cellular interactions, both intracellular and extracellular, the “CellChat” package was deployed using its default settings and recommended pipeline configurations. This application facilitated the identification of communication networks among fibroblasts and other cellular components within the TME.

### Enrichment analysis

The Seurat package’s “FindMarkers” function was deployed to discern DEGs within each delineated cell subcluster. The selection criteria for these genes were stringent, requiring a fold change surpassing a threshold of 2 and an adjusted p-value below the significance level of 0.05. Subsequently, leveraging the identified DEGs, a comprehensive GSEA and KEGG enrichment analyses were conducted to explore the functional profiles of the cell subgroups. These analyses were executed utilizing the “clusterProfiler” package, which provided a robust framework for assessing the overrepresentation of specific gene sets and biological processes. To visually represent the functional enrichment results, the “GseaVis” package was employed. This tool facilitated the creation of intuitive and informative visualizations that encapsulated the enriched biological themes and pathways associated with the cell subclusters under investigation.

### Non–negative matrix factorization analysis

To explore the diversity of FGFRS subtypes, we applied the NMF algorithm from the “NMF” package (15). The objective was to identify distinct subtypes characterized by unique gene expression patterns. To assess the prognostic value of these genes, we conducted survival analysis using the “survival” package. Additionally, we used the “ggrisk” package to analyze the survival and risk profiles of cancer patients, categorizing them into high- and low-risk groups. The analyses were considered statistically significant for *P* values below 0.05.

### Statistical analysis

All computational analyses and graphical representations were executed utilizing the R software (v4.3.2). The strength and direction of the linear relationships between pairs of continuous variables were evaluated through Pearson’s correlation coefficients. In the case of quantitative datasets, statistical comparisons among subgroups were made using either a two-tailed, unpaired Student’s t-test for two-group comparisons or a one-way analysis of variance (ANOVA) complemented with Tukey’s *post hoc* test for multiple group analyses. The threshold for statistical significance was set at a *P*-value of less than 0.05.

## Results

### Single-cell RNA sequencing analysis reveals FGFRS-positive fibroblast subsets

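Of the 2 single-cell datasets, the one described here holds 26 libraries of dissociated colon and liver tissue from patients with colorectal cancer, made with the 10x Genomics 3' v3 chemistry. It has 3 libraries of normal colon, 6 of colon tumor, 8 of normal liver and 9 of liver tumor, and both pieces of liver tumor 8 were summed to 1 replicate. The authors deposited raw UMI counts per gene and cell barcode, aligned to GRCh38 with Cell Ranger. Total UMIs per library ranged from 18585892 to 36120357 in normal colon (median 30276587), from 26355497 to 74382432 in colon tumor (median 50693633.5), from 1552241 to 33280444 in normal liver (median 22095226.5) and from 11879052 to 80190054 in liver tumor (median 31173856). The paper's limits, 200 to 6000 genes and under 5% mitochondrial counts per cell, kept 29067 of 133966 barcodes. These were 320 cells of normal colon, 1820 of colon tumor, 6964 of normal liver and 19963 of liver tumor. The median mitochondrial share per library was 36.0% to 49.7% in normal colon, 8.90% to 47.7% in colon tumor, 2.69% to 19.2% in normal liver and 4.32% to 22.3% in liver tumor. A limit of 20% kept 86863 cells. That limit was used for stromal clusters, for genes of fibroblast-like cells compared between tumor and normal tissue, for co-expression modules and for colon T-like cells, since the stricter limit left too few libraries, a choice made after cells were counted and before results were compared. Cells were clustered after log normalization, principal components, a Harmony-type correction by library and the Louvain algorithm. A cluster was named after the cell type whose markers it carried, with the ending "-like". Genes were compared with edgeR's quasi-likelihood test on UMIs summed per library and cell type, so that libraries and not cells were the replicates.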

To elucidate the role of the fibroblast growth factor receptor (FGFR) signature in tumors, we analyzed single-cell RNA sequencing (scRNA-seq) data from colorectal cancer contained in the Gene Expression Omnibus (GEO) database (GSE231559, GSE166555) to identify potential fibroblast subsets that are positive for FGFRS (FGFRS^+^). In the GSE231559 dataset, we annotated cell types using established markers, including T cells, malignant cells, neutrophils, myeloid cells, fibroblasts, B cells, epithelial cells, and plasma cells, each characterized by their unique gene expression profiles (**Figure 1A**). 

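T-like cells formed the largest class, with 16185 cells in the 18 libraries that held at least 20 of them. Myeloid-like cells numbered 3939 (16 libraries), natural killer (NK)-like cells 3859 (14 libraries), epithelial-like cells 1170 (15 libraries), plasma-like cells 628 (12 libraries), endothelial-like cells 569 (3 libraries), fibroblast-like cells 368 (4 libraries) and B-like cells 269 (6 libraries). S100A8 and S100A9, which encode the subunits of calprotectin, and S100A12, all abundant in neutrophils and monocytes, were higher in myeloid-like cells than in the other classes, with log2 fold changes of 7.88 (SE 0.32), 7.63 (SE 0.30) and 8.46 (SE 0.29) and a largest adjusted p of 9.51e-34. S100A12 stood at 427 ± 708 CPM (SD, n = 16 libraries) in myeloid-like cells, a spread larger than the mean. PHGR1, a gene of intestinal epithelium and one of the naming markers, was higher in epithelial-like cells, with a log2 fold change of 6.76 (SE 0.31, adjusted p = 3.29e-27). Each class was set against all other classes of the same libraries over 12967 genes. No cluster was named after neutrophils, and malignant and normal epithelial cells were not told apart.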

Notably, the analysis highlights genes like GZMK, GZMM, CD3G, which are expressed in T cells, and genes such as CD79A and CD19, which are characteristic of B cells. 

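CD3G, a chain of the T cell receptor complex, stood at 330 ± 80.1 CPM (SD, n = 18 libraries) in T-like cells and at 66.8 CPM in the other classes, a log2 fold change of 2.49 (SE 0.54, adjusted p = 0.000275). TRAT1, another gene of that complex, had a log2 fold change of 2.41 (SE 0.47, adjusted p = 7.36e-05). GZMK and GZMM encode proteases of cytotoxic granules, and in T-like cells their log2 fold changes of 1.41 (SE 0.66, adjusted p = 0.0879) and 1.08 (SE 0.61, adjusted p = 0.162) did not pass the test. Both genes were higher in NK-like cells, by 2.67 (SE 0.60, adjusted p = 0.00089) and 2.76 (SE 0.50, adjusted p = 6.39e-05) on the log2 scale. CD79A, the signalling chain of the B cell receptor, stood at 774 ± 338 CPM (SD, n = 6 libraries) in B-like cells and at 773 ± 363 CPM (SD, n = 12 libraries) in plasma-like cells. Its log2 fold change was 2.81 (SE 1.14, adjusted p = 0.273) in B-like cells and 5.85 (SE 0.99, adjusted p = 2.71e-06) in plasma-like cells. FCRL1, a receptor of mature B cells, had a log2 fold change of 6.39 (SE 0.73, adjusted p = 3.3e-08) in B-like cells. CD3G, TRAT1, CD79A and FCRL1 are among the markers that named the classes, so their levels describe the naming. With mitochondrial counts under 20%, GZMK, GZMM and CD79A passed in the classes the paper gives them, at log2 fold changes of 2.33, 1.57 and 4.56, while in colon libraries alone GZMK in T-like cells had a log2 fold change of -0.20.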

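C1QC, a subunit of the complement protein C1q made by macrophages, stood at 966 ± 674 CPM (SD, n = 16 libraries) in myeloid-like cells and at 8.56 CPM in the other classes, a log2 fold change of 7.48 (SE 0.36, adjusted p = 9.33e-30). CLEC10A, a lectin of dendritic cells and macrophages, FPR3, a formyl peptide receptor, and SLCO2B1, a transporter, were higher in the same cells, with log2 fold changes of 7.16 (SE 0.32), 6.29 (SE 0.32) and 5.57 (SE 0.31). IGHA1, the constant region of the immunoglobulin A heavy chain, stood at 125223 ± 96149 CPM (SD, n = 12 libraries) in plasma-like cells and at 128 CPM elsewhere, a log2 fold change of 11.30 (SE 0.49, adjusted p = 2.08e-32). JCHAIN, which joins immunoglobulin A dimers, had a log2 fold change of 10.35 (SE 0.85, adjusted p = 2.33e-16). Apart from SLCO2B1 these genes are naming markers. Free RNA of plasma cells can enter other droplets, and a cluster of 1048 cells led by immunoglobulin genes, 1011 of them from liver tumors, was left unnamed.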

The myeloid and plasma cells are associated with genes like C1QC and IGHA1, respectively (**Figure 1B**). In the GSE166555 dataset, we identified 22 clusters and further annotated these clusters to 10 main clusters based classic markers, including B cells, DC cells, endothelial cells, fibroblasts, malignant cells, mast cells, monocyte/macrophage, plasma and T cells (**Supplementary Figure S1A**). These established markers including of MZB1, MS4A1, EPCAM, CD3D, CPA3, CD163, COL1A2, VWF, and IDO1 (**Supplementary Figure S1C**). Significantly, each cluster exhibited different gene expression profiles (**Supplementary Figure S1D**). Furthermore, to analyze the effect of FGFR signaling, we constructed an FGFR signature (FGFRS) using 86 genes involved in the FGFR signaling pathway from Molecular Signatures Database (MSigDB). This signature was then applied to score the identified cell groups using the “AddModuleScore” function in the Seurat package. 

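All 86 signature genes were in the files, and 82 had UMIs in the kept cells. In fibroblast-like cells, 7 of 68 tested members were higher than in the other classes and none was lower in edgeR (6 higher when adjusted over the list alone, 19 of either direction at an unadjusted p under 0.05, 7 higher and 3 lower by DESeq2). FGF7, a growth factor that mesenchymal cells secrete, had the largest difference, at 99.7 ± 46.7 CPM (SD, n = 4 libraries) against 0.542 CPM, a log2 fold change of 8.85 (SE 0.65, adjusted p = 8.5e-17). FGFR1, a receptor, stood at 127 ± 77.0 CPM (SD, n = 4) against 9.41 CPM, a log2 fold change of 3.25 (SE 0.71, adjusted p = 0.00047). RBFOX2, a splicing factor, FLRT2, a membrane protein that binds FGF receptors, and the growth factor FGF2 had log2 fold changes of 4.80, 4.09 and 4.50, with adjusted p values of 0.00025, 0.00043 and 0.017. PPP2CB, a phosphatase subunit, and FRS2, the adaptor of FGF receptors, were higher by 1.53 and 1.22 on the log2 scale (adjusted p = 0.029 and 0.048). RPS27A, at -0.51, did not pass the test, nor did FGFBP2, a gene of cytotoxic lymphocytes, at -5.77. The median log2 fold change over the 68 members was -0.21. Over all 12967 genes the median was -0.16, with 1029 higher and 434 lower. The share of signature genes that were higher thus lay near that of all genes. Of 14 tested FGF ligands, receptors and co-factors, 4 were higher and none was lower (4 when adjusted over the list alone). The signature count was 4 without colon tumor 6, 4 without liver tumor 8, and 1 in libraries with at least 50 cells per class.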

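NK-like cells had the highest mean FGFRS score, at 0.121 ± 0.0160 (SD, n = 14 libraries), followed by B-like cells at 0.113 ± 0.0179 (SD, n = 6), fibroblast-like cells at 0.105 ± 0.0129 (SD, n = 4) and T-like cells at 0.103 ± 0.0207 (SD, n = 18). Epithelial-like cells scored 0.0979 ± 0.0272 (SD, n = 15), endothelial-like cells 0.0969 ± 0.0105 (SD, n = 3), myeloid-like cells 0.0649 ± 0.0139 (SD, n = 16) and plasma-like cells 0.0529 ± 0.0139 (SD, n = 12). Within the same libraries, fibroblast-like cells scored 0.0433 above myeloid-like cells (SD 0.0121, higher in 4 of 4 libraries), 0.0600 above plasma-like cells (SD 0.0134, higher in 3 of 3), 0.0131 above B-like cells (SD 0.00604, higher in 2 of 2) and 0.00295 above T-like cells (SD 0.0108, higher in 3 of 4). Against NK-like cells the difference was -0.0184 (SD 0.0153, fibroblast-like cells higher in 1 of 4 libraries), with an exact two-sided sign-flip permutation p of 0.25 and 0.5 after Benjamini-Hochberg adjustment over the classes. The smallest p that 4 libraries allow is 0.125. The score was the mean over the cells of a library of the signature's log-normalized level minus that of control genes of like abundance. From a score highest in fibroblasts, among classes with no NK cells, the paper reasons that FGFR signaling is involved in these cells. The order of the classes depended on the genes scored, since fibroblast-like cells were highest with FGF ligands, receptors and co-factors alone (0.0149 above endothelial-like cells, SD 0.0234, higher in 1 of 2 libraries, exact two-sided permutation p = 1). With mitochondrial counts under 20%, where NK-like cells came next with those genes, the difference was 0.0281, higher in 8 of 9 libraries (exact two-sided permutation p = 0.0234, adjusted p = 0.0352). With the whole signature under that limit, fibroblast-like cells ranked after NK-like cells alone, at 0.109 ± 0.0233 (SD, n = 9 libraries) against 0.121.

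**Figure D1:**
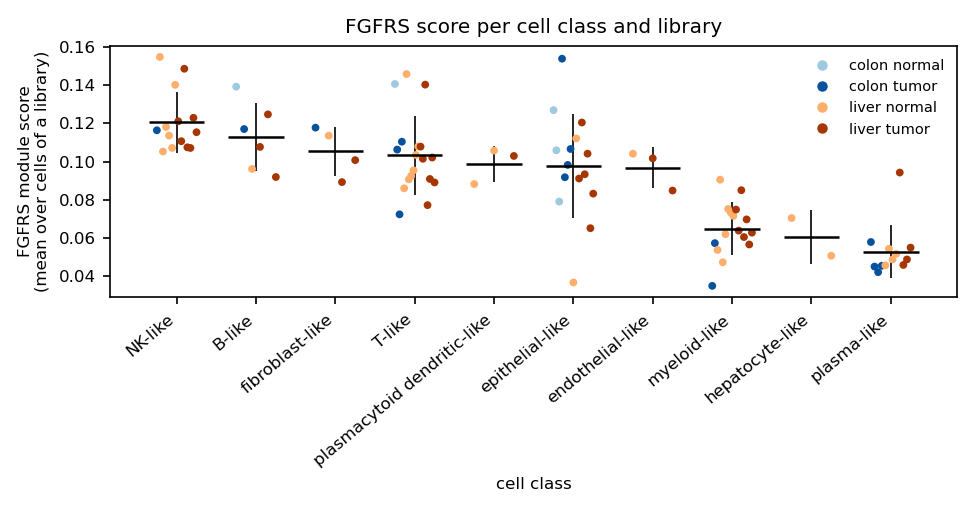
FGFRS module score (vertical axis, no unit) per cell class (horizontal axis). Each point is the mean over the cells of a class in one library with at least 20 of them, coloured by tissue, and the horizontal and vertical lines give the mean and 1 SD. NK-like cells have the highest mean, at 0.121, and plasma-like cells the lowest, at 0.0529.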

Our findings reveal that fibroblast cell groups exhibit the highest FGFRS score, indicating a significant involvement of FGFR signaling in these cells (**Figures 1C**, **Supplementary Figure S1B**). To further dissect the role of FGFRS in fibroblast cell cluster, we isolated these cells and identified nine main fibroblast subgroups. 

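Fibroblast-, mural-, glia- and endothelial-like cells formed 13 stromal clusters. The largest was a fibroblast-like cluster of 631 cells led by SFRP2, CFD, DCN and LUM, genes of the extracellular matrix and complement, with 327 of its cells from normal colon. A second fibroblast-like cluster of 454 cells was led by PI16, PTX3, HAS1 and SFRP4. Another fibroblast-like cluster, of 236 cells with 197 from colon tumors, was led by CXCL14, POSTN, PDGFRA, F3 and TRPA1. Mural-like cells, which wrap vessels, formed a cluster of 242 cells led by TAGLN, MYH11 and ACTA2 and one of 140 cells led by RGS5. Liver sinusoidal endothelial-like cells made up 3 clusters, of 444, 194 and 169 cells, among them one led by OIT3 and STAB1 and one led by CLEC4G and FCN2. Vascular endothelial-like cells made up 2 clusters, one of 432 cells led by VWF and ACKR1 and one of 370 cells led by PLVAP. The rest were 34 glia-like cells, 69 unnamed cells led by ITLN1 and PRG4, genes of mesothelium, and 52 unnamed cells led by the cell cycle genes TOP2A and MKI67. Leading genes are those with the highest rank in a cluster. The signature genes and the pathway lists compared between clusters were left out of the clustering. The number of stromal clusters was 20 without the correction by library.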

Notably, in tumor tissues, a distinct fibroblast subgroup was found to have an increased proportion relative to normal tissues and showed highest FGFRS score (here after as “FGFRS^+^ fibroblast”) (**Figures 1D**, **Supplementary Figure S1E**). This observation suggested a potential role of FGFRS in the transformation and proliferation of fibroblasts in the TME. Furthermore, Gene Set Enrichment Analysis (GSEA) was performed on the transcriptome of this specific fibroblast subsets. 

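The fibroblast-like cluster led by CXCL14 and POSTN had the highest mean FGFRS score among stromal clusters with at least 10 cells in at least 3 libraries, at 0.122 ± 0.0100 (SD, n = 4 libraries). All 4 libraries were of the colon, and in 2 of them another cluster scored higher, led by PI16 in normal colon 3 (0.140 against 0.114) and by SFRP2 in colon tumor 6 (0.143 against 0.136), so the rank depends on which libraries hold each cluster. It made up 20.7% ± 19.9 (SD, n = 4 libraries) of stromal cells in colon tumors and 7.38% ± 3.70 (SD, n = 2, libraries of 20 and 525 stromal cells) in normal colon. In the liver it made up 0.569% ± 0.673 (SD, n = 4) in tumors and 0.176% ± 0.431 (SD, n = 6) in normal tissue. Against the other stromal clusters of the same libraries its score was 0.00274 higher (SD 0.0131, higher in 3 of 4 libraries). The mesothelial-type cluster led by ITLN1 scored 0.136 in 2 libraries and the cycling cluster led by TOP2A 0.134 in 1 library, too few to be ranked. The share differed by 13.3 percentage points in the colon (exact two-sided permutation p = 0.467, where 4 libraries against 2 allow no p under 0.0667) and by 0.393 points in the liver (exact two-sided permutation p = 0.4). The score gave an exact two-sided sign-flip permutation p of 0.75, and its sign follows from how the cluster was picked. From a larger proportion in tumors and the highest score, the paper proposes a role of FGFRS in the transformation and proliferation of fibroblasts in the TME. Without colon tumor 1 the colon difference was 5.82 points, and after removal of predicted doublets, where another cluster scored highest, it was -13.9 points.

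**Figure D2:**
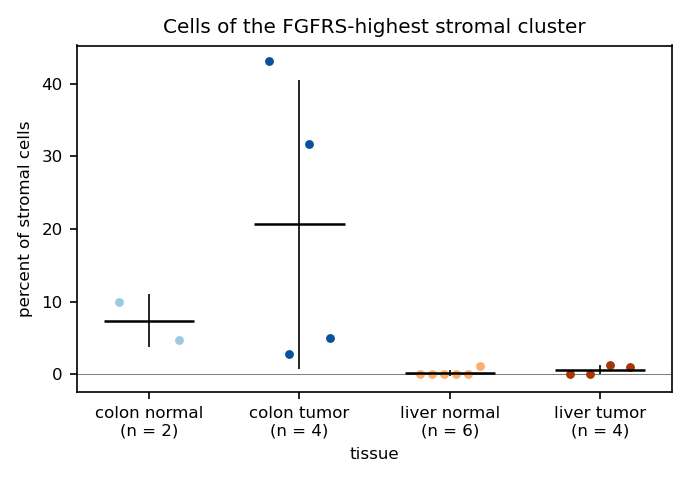
Percent of stromal cells (vertical axis) that lay in the stromal cluster with the highest FGFRS score, in the 4 tissues (horizontal axis). Each point is a library with at least 20 stromal cells, and the horizontal and vertical lines give the mean and 1 SD. Colon tumors spread from 2.84% to 43.1%, and liver libraries reach at most 1.32%.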

The enrichment analysis identified several key cells signaling pathways that are potentially modulated by FGFRS. 

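Of 22 tested genes of receptor-mediated endocytosis, 2 were higher in fibroblast-like cells than in the other classes and none was lower (2 higher when adjusted over the list alone). LRP1, a large scavenger receptor, stood at 229 ± 64.6 CPM (SD, n = 4 libraries) against 18.9 CPM, a log2 fold change of 3.53 (SE 1.04, adjusted p = 0.016). COLEC12, a scavenger receptor with a collagen-like domain, had a log2 fold change of 3.00 (SE 0.91, adjusted p = 0.020). Of 20 genes that regulate miRNA metabolism, 2 were higher and none was lower (2 when adjusted over the list alone). These were the immediate early transcription factors EGR1, with a log2 fold change of 2.73 (SE 0.64, adjusted p = 0.0013), and FOS, with 1.77 (SE 0.45, adjusted p = 0.0034). EGR1 and FOS are also on the list of dissociation and heat stress, where they were the 2 of 15 members that were higher. The median log2 fold change was -1.52 for endocytosis and 0.07 for miRNA metabolism. Over all genes 1029 of 12967 were higher, a share near those of both lists. Between the cluster with the highest FGFRS score and the other mesenchymal clusters, edgeR called 0 of 10 endocytosis genes and 0 of 16 miRNA genes, with 1 gene of each list at an unadjusted p under 0.05, 1 higher miRNA gene when adjusted over the list alone and 0 called by DESeq2. Phagocytosis genes were not on a list fixed in advance and were not tested.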

In the GSE231559 dataset, these pathways include receptor-mediated endocytosis, positive regulation of phagocytosis, and the regulation of miRNA metabolic processes, among others. In the FGFRS^+^ fibroblast, some signaling pathways were significantly enriched, including epithelial tube morphogenesis and collagen fibril organization (**Figure 1E**). 

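Of 27 tested genes of collagen fibril organization, 24 were higher in fibroblast-like cells than in the other classes and none was lower (24 when adjusted over the list alone). LUM, a proteoglycan that spaces collagen fibrils, stood at 1506 ± 1004 CPM (SD, n = 4 libraries) against 0.809 CPM, a log2 fold change of 10.29 (SE 0.45, adjusted p = 2.4e-24). The fibril collagens COL1A2 and COL3A1 had log2 fold changes of 9.64 and 9.63, and COL14A1, which binds fibrils, of 10.00. LUM, COL1A1, COL1A2 and COL3A1 are among the markers that named fibroblast-like cells, so their levels describe the naming. Of 28 genes of epithelial tube morphogenesis, 18 were higher and 1 was lower (19 and 1 when adjusted over the list alone). SFRP2, which modulates Wnt signaling, EDNRA, an endothelin receptor, and TBX2, a transcription factor, were higher by 9.03, 8.88 and 8.10 on the log2 scale, and the epidermal growth factor ligand AREG was lower, at -4.55 (SE 1.05, adjusted p = 0.0011). DESeq2 called 11 of the collagen fibril genes and 4 of the tube genes higher.

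Within the mesenchymal clusters, the cluster with the highest FGFRS score differed from the others in 13 higher and 32 lower of 10369 genes, at a fold change over 2 in 2 colon libraries, normal colon 3 and colon tumor 5. LY6H, HSD17B2, which inactivates estradiol and testosterone, NSG1, the ion channel TRPA1 and the ligand WNT4 were higher, by 5.00, 4.41, 4.39, 4.17 and 2.74 on the log2 scale. RGS5, a gene of pericytes, was lower, at -7.72 (SE 0.49, adjusted p = 3.2e-06), as were HAS1, CSRP2, APOLD1 and SFRP4, at -5.28, -5.25, -4.53 and -4.34. The other mesenchymal clusters include the mural-like cluster led by RGS5 and the fibroblast-like cluster led by PI16, HAS1 and SFRP4. Clusters were made from the same cells. Genes outside the lists left out of the clustering therefore describe the clusters, and their p values are no independent test. Of 31 collagen fibril genes in this comparison, none was higher and 1 was lower, the bone morphogenetic protein antagonist GREM1 at -3.72 (SE 0.59, adjusted p = 0.011), and 5 were lower when adjusted over the list alone. Of 28 tube genes, WNT4 was higher and GREM1 lower (4 higher and 3 lower when adjusted over the list alone). DESeq2 called 2 higher and 8 lower, and edgeR with at least 10 cells per library called 10 higher and 19 lower.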

In the GSE16655 dataset, FGFRS^+^ fibroblasts exhibited upregulated signaling pathways, including cytokine-cytokine receptor interactions, while downregulated pathways included the Wnt and Hippo signaling pathways (**Supplementary Figure S1F**). In summary, the integration of scRNA-seq data analysis highlighted that FGFRS is enriched in the fibroblast cluster within the TME, and these relevant signaling pathways may be critical for the role of FGFRS^+^ fibroblasts in tumor progression.

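Fibroblast-like cells made up 2.65% ± 2.87 (SD, n = 6 libraries) of cells in colon tumors and 5.29% ± 6.64 (SD, n = 3) in normal colon, and 0.770% ± 1.34 (SD, n = 8) in liver tumors and 1.43% ± 2.35 (SD, n = 8) in normal liver, with mitochondrial counts under 5%. The genes below are from cells under 20%. In colon fibroblast-like cells, the fibril collagen COL11A1 stood at 67.1 ± 30.8 CPM (SD, n = 4 libraries) in tumors and at 0.198 CPM in the 1 normal library, a log2 fold change of 8.09 (SE 1.09, adjusted p = 0.049). TGFBI, an adhesion protein, ACTN1, an actin crosslinker, and RAI14 were higher by 6.45, 6.31 and 4.09 on the log2 scale, and HOPX, listed at 0 in normal colon, was at least 40.0-fold higher against a floor of 3 counts in the normal library. PI16, a marker of adventitial fibroblasts, CLEC3B and the goblet cell gene ZG16 were lower, at -9.89, -7.67 and -8.74, and KRT24 and CYP4B1, listed at 0 in the tumors, were at least 1360-fold and 640-fold lower against 3 counts over the tumor group. Of 15 genes of matrix cancer-associated fibroblasts, 14 had higher values in tumors, with a median log2 fold change of 3.63. So had 14 of 14 cell cycle genes (median 3.13), 6 of 6 exhaustion genes (3.70) and 5 of 5 regulatory T cell genes (2.54). Among cytotoxic genes 7 of 11 did (0.74), and among naive and memory T cell genes 4 of 7 (0.31). RNA of other cells was therefore not excluded. Of the 68 signature genes tested, edgeR called 0 in the colon (0 when adjusted over the list alone, 5 at an unadjusted p under 0.05), with a median log2 fold change of 0.04, and 0 of 48 in the liver (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05), and DESeq2 called 0 in both. Over all genes edgeR called 6 higher and 39 lower of 13160 in the colon, with 1362 at an unadjusted p under 0.05 and 405 called by DESeq2, and 0 of 6208 in the liver, with 340 at an unadjusted p under 0.05 and 19 called by DESeq2. The share differed by -2.64 percentage points in the colon (exact two-sided permutation p = 0.44) and by -0.659 in the liver (exact two-sided permutation p = 0.549), and without normal colon 3 the colon difference was 1.09. Under the 20% limit the differences were -5.06 in the colon and -0.254 in the liver. Each tissue had 1 normal library with enough fibroblast-like cells, assumed to vary like the tumors, and the colon count was 0 without colon tumor 1 or without colon tumor 6, 1 without colon tumor 5 and 337 without colon tumor 4.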

**Figure 1:**
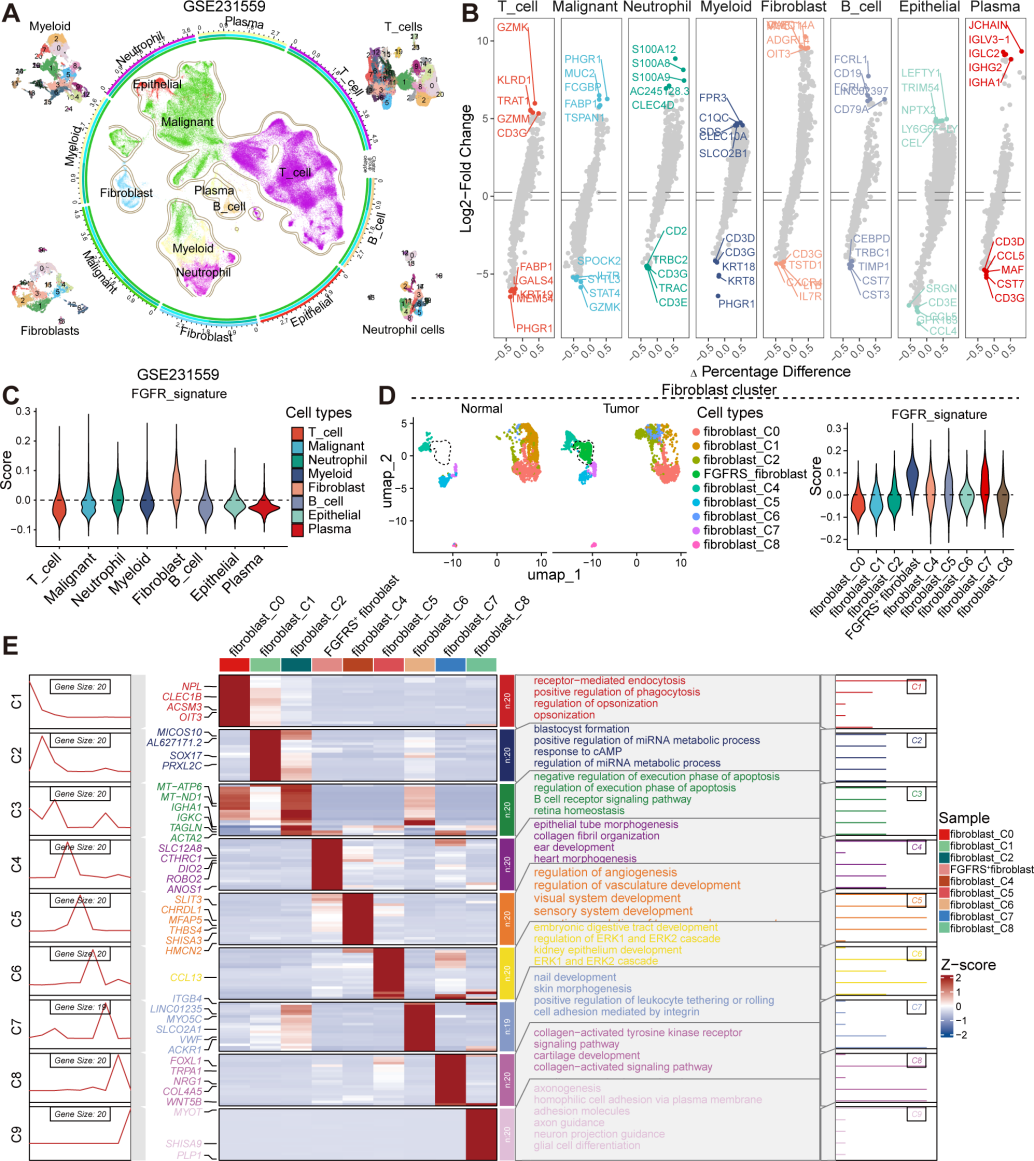
The scRNA-seq analysis uncovers the diversity of fibroblast subsets within CRC. **(A)** UMAP plot representing 8 distinct groups. The color coding corresponds to predominant cell types, with contours delineating cluster boundaries. The four corner insets provide a detailed view of myeloid, T cells, fibroblasts, and neutrophils. The peripheral axis displays the log-transformed total cell counts per class. The concentric colored tracks (exterior to interior) signify class identity (aligned with the central UMAP), cluster, group, and cell types. **(B)** Volcano plot showing the differential expression of markers in the distinct cell types. **(C)** Violin plot showing the score of FGFRS in the distinct cell types. **(D)** UMAP plot showing the fibroblast subsets in the normal or tumor tissues (left) and the score of FGFRS in the distinct fibroblast subsets (right). **(E)** The left panels illustrate the dynamic patterns of DEGs specific to each subset, while the central heatmap compares the expression profiles of these DEGs across populations. The right panels summarize the GO terms, providing insights into the biological functions associated with each cluster.

### Predictive model to identify core genes correlated to FGFRS^+^ fibroblasts

To identify potential core genes associated with FGFRS^+^ fibroblasts, we conducted high-dimensional Weighted Gene Co-expression Network Analysis (hdWGCNA), a comprehensive methodology for analyzing co-expression networks in the scRNA-seq data. This analysis aimed to detect co-expressed gene modules and unravel their functional roles within FGFRS^+^ fibroblasts. Subsequently, we constructed a scale-free co-expression network by applying an optimal soft thresholding power of 12 (**Supplementary Figure S2A**). From this analysis, we distinguished a total of 19 distinct gene co-expression modules, identified the top 10 hub genes from these modules, and constructed protein-protein interaction (PPI) networks for the identified hub genes in each module (**Supplementary Figure S2B, C**, **Figure 2B**). Additionally, we investigated the correlation between each module (**Supplementary Figure S2D**), where modules 1, 2, 3, 4, 5, 6, 8, 9, 10, 11, 15, 18, and 19 displayed significant activation primarily in FGFRS^+^ fibroblasts (**Figure 2C**, **Supplementary Figure S2E**). 

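Genes of collagen fibrils and of contraction lay mostly in one large module. The module of 880 genes that scored highest in the cluster led by SFRP2 held 18 of the 29 collagen fibril genes in the network, among them COL1A1, COL3A1, LUM and DPT. It also held 12 of 23 genes of epithelial tube morphogenesis, 9 of 11 contractile genes, 7 of 13 genes of matrix cancer-associated fibroblasts, among them CTHRC1, POSTN and THBS2, and 5 of 7 collagen ligands that the paper names, but 2 of 14 genes of inflammatory fibroblasts, and FAP, INHBA, MMP11, COL11A1 and TNC lay in no module. Another module held 10 of 19 genes of receptor-mediated endocytosis. The network was built from 34 metacells of 50 cells of a library and cluster and 10171 genes found in at least 5.0% of stromal cells, as a signed network with the paper's power of 12. Its tree was divided at the tightest height that gave 19 modules of at least 30 genes, which together held 3753 genes.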

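Of the 19 modules, 8 scored highest in the cluster with the highest FGFRS score. They held 428, 149, 113, 90, 58, 37, 32 and 31 genes, 938 in all, and the module of 37 genes had the highest score, at 0.652, against -0.0467 to 0.0923 in the other 7. The module of 880 genes scored 0.214 in this cluster, below 0.248 in the cluster led by SFRP2. Of the genes of the paper's risk signature (FRS), JDP2, a transcription factor found in 32.3% of stromal cells, HEYL, a target of Notch signaling, and MANF, a chaperone of the endoplasmic reticulum, lay in no module, and NRG1, a ligand of ErbB receptors found in 2.25% of cells, fell below the limit for the network. MMP14, a membrane metalloproteinase, lay in one of the 8 modules. Module scores have no replicates here, since the 3 metacells of this cluster all came from colon tumor 5. With 25 cells per metacell 3 modules scored highest in the cluster, and at the loosest height that gave 19 modules 2 did.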

Subsequently, 325 genes from these modules underwent univariate Cox regression analysis in the TCGA COAD cohort, leading to the identification of 13 genes significantly associated with overall survival in CRC patients (**Figure 2D**). Additionally, by integrating data from the TCGA COAD and GEO database cohorts, we constructed robust models using 101 algorithmic combinations and calculated the area under the curve (AUC) for each model across all cohorts to assess their predictive capacity. (**Figure 2A**). Among the 101 models, the Step Cox (direction = both) algorithm in conjunction with a Random Survival Forest (RSF) demonstrated the highest AUC, serving as the basis for the final model creation. We further utilized RSF analysis to assess the prognostic relevance of various genes in predicting patient survival outcomes systematically. Notably, genes such as JDP2, HEYL, NRG1, RPS17, and MANF exhibited substantial predictive value, as indicated by their low Minimal Depth and high Variable Importance scores, thus influencing the accuracy of the survival model significantly (**Figures 2E, F**, **Supplementary Figure S2F**). The gene signature, comprising JDP2, HEYL, NRG1, RPS17, and MANF, known as the FRS, has demonstrated substantial predictive capabilities for patient survival at the 1-year, 3-year, and 5-year intervals. This integrated genetic profile serves as a valuable prognostic tool, providing insights into anticipated clinical outcomes for patients over the specified time frames (**Figure 2G**). Based on the FRS, cancer patients were categorized into high- and low-risk groups, with high-FRS patients exhibiting a poor prognosis (**Figure 2H**). These results were further validated using cohorts from the TCGA and GEO databases. In the TCGA cohort, Kaplan-Meier survival curve analysis revealed adverse outcomes for high-FRS patients, with an Area Under the Receiver Operating Characteristic curve (AUROC) of 0.7334 serving as a critical metric for model evaluation. These comprehensive results highlight the predictive capacity of the model and align with the analysis of COAD cohorts from the GEO database (**Figures 2I-L**).

**Figure 2:**
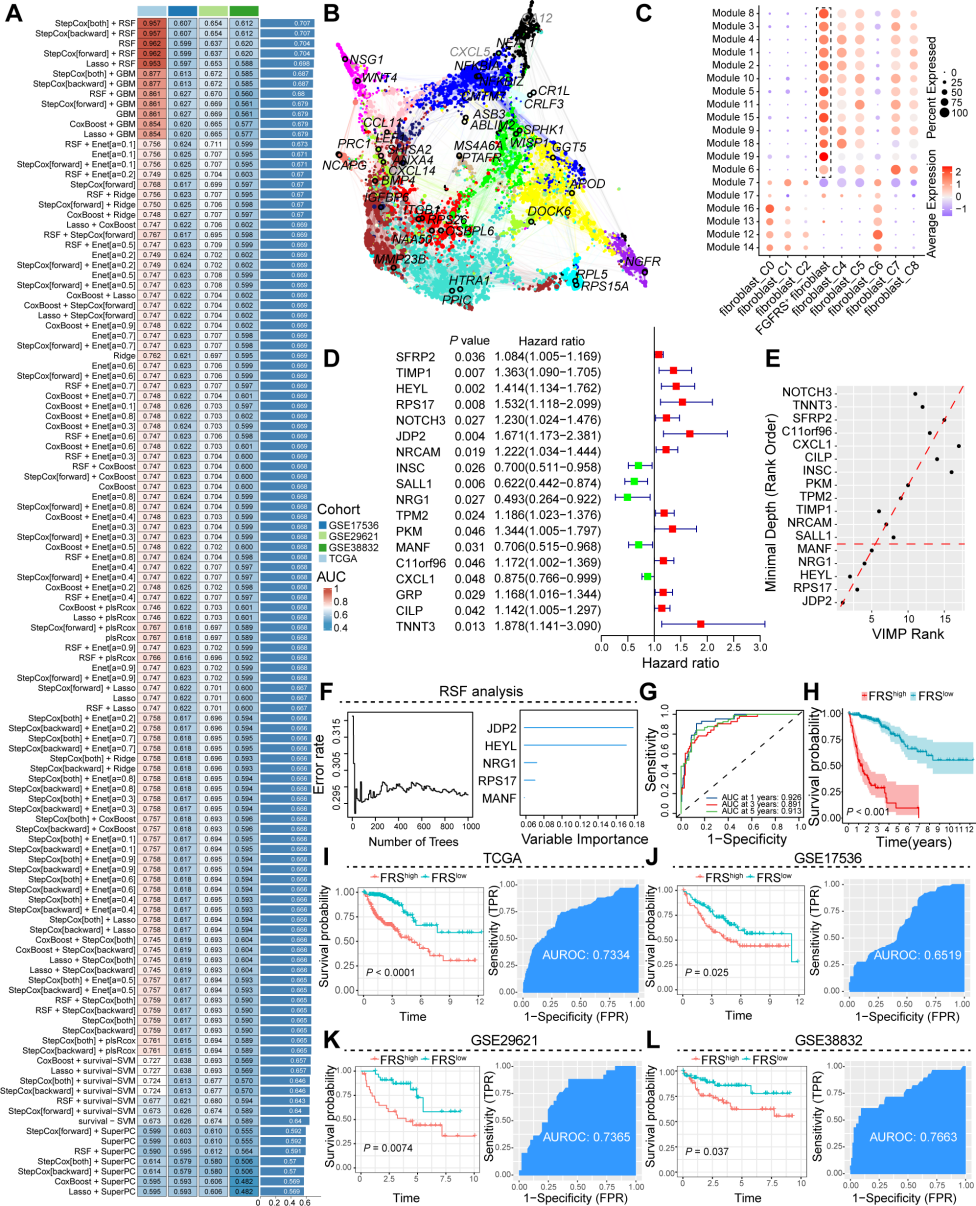
Construction and validation of the artificial intelligence-derived prognostic model. **(A)** Assessment of the area under the receiver operating characteristic curve (AUC) for multiple models generated from diverse combinations of machine learning algorithms across four cohorts. **(B)** Illustration of the interaction network among core prognostic genes, highlighting their interconnectivity. **(C)** Dot plot representation of the expression levels of module genes across distinct fibroblast subpopulations. **(D)** Forest plot delineating the hazard ratios associated with prognostic genes, quantifying their impact on patient outcomes. **(E, F)** RSF analysis, emphasizing the relative importance of prognostic genes in predicting survival. **(G)** The AUC curve at various time points, demonstrating the predictive accuracy of the FGFRS for survival. **(H)** Kaplan-Meier survival curves comparing the overall survival of cancer patients stratified by high and low FGFRS scores, FRS, FGFR risk score. **(I-L)** A comprehensive analysis was conducted to evaluate the survival benefits and predictive efficacy of the FSR score in cancer patients using data from TCGA and the GEO. The analysis was stratified according to high and low FRS expression.

### FRS is correlated to the tumor immunity

To further analyze the correlation between the FRS and tumor immunity, we employed Non-negative Matrix Factorization (NMF), a robust technique for clustering analysis, to investigate the FRS of cancer patients based on the FGFRS. Our analysis specifically aimed to identify the optimal number of clusters (K) that would best capture the heterogeneity within the patient cohort. Following the NMF-based clustering, we observed that when K was set to 2, the consensus matrix revealed a clear distinction between two distinct patient groups. This finding suggests that dividing the patients into two groups at K=2 provides the most meaningful separation in terms of their FRS (**Figure 3A**, **Supplementary Figure S3A**). Notably, patients in cluster 1 exhibited a poorer prognosis compared to those in cluster 2 (**Figure 3B**). Upon TME score analysis, cluster 1 displayed lower immune scores, including stromal score, immune score, and ESTIMATE score, in contrast to cluster 2 (**Supplementary Figure S3B**). Additionally, CIBERSORT analysis was conducted for both clusters. Notably, tumors from patients in cluster 1 demonstrated reduced CD8^+^ T cell infiltration but increased M0-like macrophages compared to those in cluster 2 (**Figure 3C**). Moreover, tumors from patients in cluster 1 exhibited decreased expression levels of immunostimulatory molecules (**Supplementary Figure S3C**). These findings imply that tumors from patients in cluster 2 might possess heightened antitumoral immunity within an immune-stimulating TME. The cell-cell interactions within the TME play a crucial role in tumor progression. Therefore, to further understand the interactions between FGFRS^+^ fibroblasts and T cells, we conducted CellChat analysis. While the total interaction strength was notably increased in tumor tissues compared to normal tissues, the number and weight of interactions showed no significant differences (**Supplementary Figures S3D, E**). Subsequently, we investigated whether specific signaling interactions between FGFRS^+^ fibroblasts and T cells were altered. Utilizing signal flow analysis, a quantitative method for assessing information transmission in biological systems, revealed substantial changes in signaling pathways between tumor and normal tissues. These results highlight a significant divergence in the flow of information within distinct tissue states (**Figure 3D**). In our subsequent analysis, we delved into the ligand-receptor interactions within the TME, focusing on the FGFRS^+^ fibroblasts and their potential binding partners. Utilizing a comprehensive approach, we identified a significant interaction between collagen (COL)-related ligands and the CD44 receptor on T cells. Notably, this interaction was found to be markedly enhanced in the TME compared to normal tissues (**Figure 3E**). Our findings underscore the complex interplay between the extracellular matrix components and immune cells. Specifically, the pairs COL4A2-CD44, COL6A1-CD44, and COL1A2-CD44 demonstrated a pronounced increase in their relative contribution to the signal transduction within the tumor context (**Figures 3F**, **Supplementary Figure S3F**). Moreover, there was a significant increase in COLLAGEN signaling between FGFRS-positive fibroblasts and T cells in the tumor tissue compared to normal tissues (**Figures 3G, H**). This heightened interaction between collagen ligands and the CD44 receptor on T cells implies a potential role in influencing the immune response within the TME.

**Figure 3:**
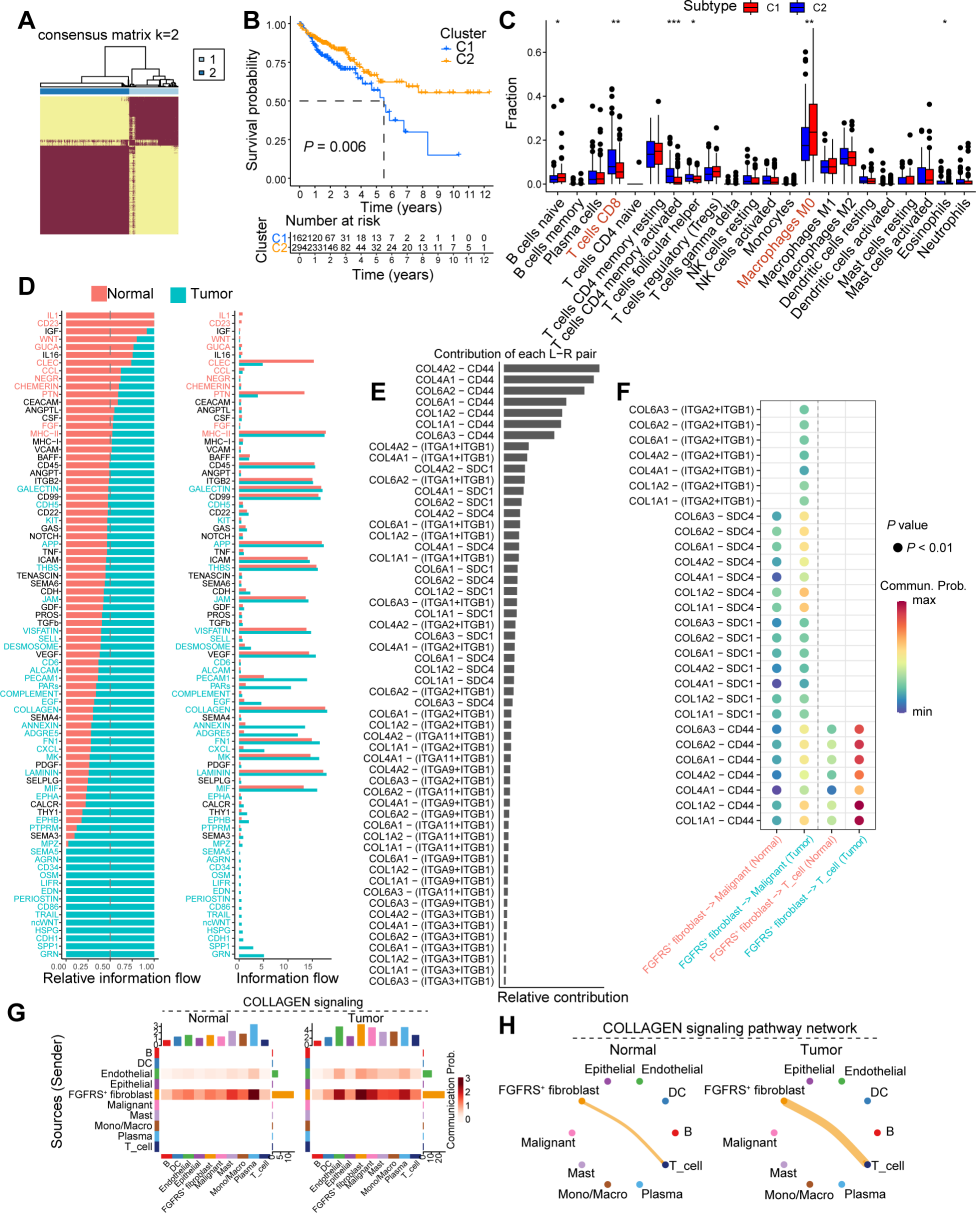
FGFRS-related molecule subtype correlates to tumor immunity. **(A)** Heatmap showing the clustering outcomes derived from NMF analysis, which has been applied to categorize patients into two distinct molecular subtypes based on the FGFRS signature. **(B)** Survival analysis of cancer patients in the cluster 1 and cluster 2. **(C)** Box plot showing the fractions of immune cells in the COAD tissues between cluster 1 and cluster 2. **(D)** The relative flow among cell clusters in the TME of normal and COAD tumors. **(E)** The contribution of ligand-receptor pair in the TME of COAD tissues. **(F)** The dot plot showing the interaction of ligand-receptor between FGFRS-positive fibroblasts and T cells. **(G)** Heatmap showing the changes of collagen signaling among cell clusters between normal and tumor tissues. **(H)** A shell plot illustrating the interaction of collagen signaling between FGFR score (FGFRS)-positive fibroblasts and T cells is presented. *P* values are from log-rank test **(B)** and two-way ANNOVA **(C)**. ^*^ *P* < 0.05, ^*^ *P* < 0.01, ^***^ *P* < 0.0001.

### FRS were negatively correlated with T cell function

In our investigation of the influence of the FRS on T cell dynamics, we conducted a comprehensive analysis of scRNA-seq data from the GEO database. Using unsupervised clustering techniques, we analyzed T cell populations and identified seven primary clusters. By annotating these clusters with characteristic markers, we delineated six major T cell subsets: naïve T cells, regulatory T cells (Tregs), effector T cells (Teffs), central memory T cells (Tcms), natural killer T cells (NKTs), and exhausted T cells (Tex). Each subset exhibited distinct expression patterns of specific markers (**Figures 4A, D**, **Supplementary Figure S4A, B**). Our results revealed a notable shift in the proportion of T cell subsets between tumor tissues with high FRS scores and those with low FRS scores. Specifically, there was a significant increase in the proportion of Teff and NKT in tumors with low FRS scores, whereas the proportion of Tex was markedly reduced in comparison to tissues with high FRS scores (**Figures 4B, C**). Given the pivotal role of T cell function in determining the success of tumor immunity, we further analyzed the impact of FRS on the functionality of Teff cells. We observed a significant upregulation of effector molecules in Teff cells within tumors with low FRS scores, including PRF1, GZMH, GZMB, and IFNG (**Figure 4E**). Additionally, we utilized pseudotime analysis to elucidate the temporal evolution of T cell subset differentiation. Our findings indicated that in the early stages of differentiation, the T cell population was predominantly composed of Treg cells. As pseudotime progressed, there was a transition towards a predominance of naive T cells. In the late stages of differentiation, the population was characterized by an increase in Tex cells and NKT cells (**Figures 4F**, **Supplementary Figure S4C**). Importantly, the expression levels of CD8, GZMB, and IFNG and other markers associated with T cell function were significantly increased in the late stages of differentiation (**Supplementary Figures S4D, E**).

**Figure 4:**
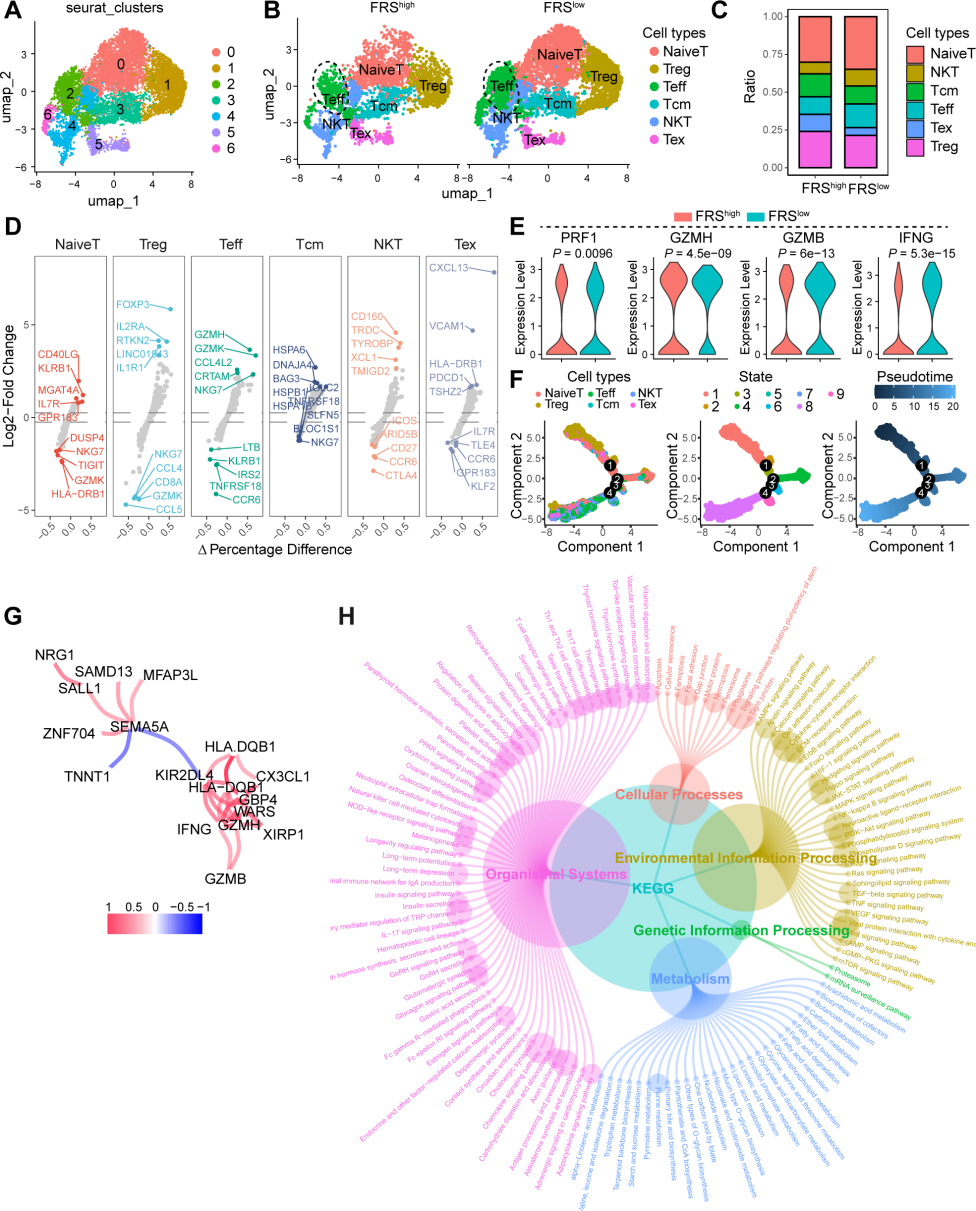
FRS correlates to the T cell function in the TME. **(A)** The UMAP depicting the cell cluster of T cells within COAD tumors, with each distinct color indicating a different cell type. **(B)** The UMAP visualizing the distribution of cell clusters in both FRS high and FAMS low COAD tumors, Treg, regulator T cells, Teff, effector T cells, Tcm, central memory T cells, NKT, natural killer cells, Tex, exhausted T cells. **(C)** A bar plot illustrating the ratio of cell clusters in the FRS high and FRS low COAD tumors. **(D)** Multiple volcano exhibiting the changes in markers across various cell types. **(E)** A violin plot displaying the expression levels of cytotoxic molecules in T effector cells among specified groups. **(F)** Pseudotime analysis demonstrating the differentiation trajectory of T cell subsets. **(G)** The network diagram illustrating the interactions of markers associated with T cell function. **(H)** KEGG analysis revealing the enriched signaling pathways.

Utilizing the transcriptomic sequencing data from the TCGA COAD cohort, we embarked on a comparative analysis of gene expression differences between tumor tissues with high and low levels of FRS score. This analysis unveiled a spectrum of differentially expressed genes (DEGs), which we subsequently subjected to a co-expression network analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis. Notably, genes such as NRG1, SAMD13, MFAP3L, SALL1, ZNF704, SEMA5A, and HLA-DQB1 were identified as having altered expression patterns, potentially reflecting the diverse roles of FGFRS in tumor biology. The presence of immune-related genes such as CX3CL1, HLA-DQBY, and KIR2DL4, along with cytotoxic markers like GZMH and GZMB, suggests an intricate interplay between FRS signaling and immune response modulation within the TME (**Figure 4G**). Furthermore, the KEGG analysis elucidated the biological pathways and cellular processes significantly enriched among the differentially expressed genes (DEGs). Pathways such as the NF-kappa B signaling pathway, the STAT signaling pathway, and the TNF signaling pathway were prominently highlighted, indicating the roles of immune response and cell signaling in tumors altered by the FRS. Additionally, the identification of processes, including neutrophil extracellular trap formation and natural killer cell-mediated cytotoxicity, underscores the influence of the FRS on immune cell functions (**Figure 4H**). Collectively, FRS exhibited a negative correlation with T cell function, thereby impairing antitumor immunity and facilitating tumor progression.

### FRS correlates to ICB resistance in murine MC38 tumor model

The expression of FRS is inversely associated with T cell function, but it is unclear whether this correlation contributes to immunotherapy resistance. In order to elucidate the role of FRS in colon tumors following immune checkpoint blockade (ICB) therapy, we developed an ICB-resistant MC38 tumor model and conducted RNA sequencing analysis. Within our experimental framework, mice engrafted with MC38 tumors were treated with either IgG or anti-CTLA4 antibodies, and we meticulously monitored changes in tumor volume. Upon completion of the treatment, we classified tumors that exhibited a significant reduction in volume following anti-CTLA4 treatment as “responder” phenotypes, in stark contrast to those that showed minimal change with IgG treatment, which we labeled as “nonresponder” phenotypes (**Figure 5A**). Of particular interest, the expression levels of HEYL, RPS17, and JDP2 were significantly elevated in tumors from nonresponders compared to those from responders (**Figure 5B**). To investigate the potential correlation between FRS expression and immune checkpoint blockade (ICB) resistance, we stratified nonresponders into two groups based on the gene set variation analysis (GSVA) score of the FRS and identified differentially expressed genes (DEGs) between high and low FRS-expressing tumors (**Figures 5C, D**). Utilizing these DEGs, we performed GSEA, revealing that several signaling pathways were significantly enriched in low FRS -expressing tumors, including those involved in extracellular matrix organization, collagen formation, and oxidative stress response. Notably, key genes associated with collagen and oxidative stress were found to be significantly downregulated in low FRS -expressing tumors (**Supplementary Figures S5A-F**). Further investigation into the impact of FRS on the TME of nonresponsive MC38 tumors using MCPcounter analysis indicated elevated levels of endothelial and fibroblast infiltration, alongside a diminished presence of T cells in the TME of tumors with high FRS expression (**Figure 5E**). Additionally, the expression of GZMA, a marker for cytotoxic T lymphocytes, was significantly higher in tumors with low FRS expression (**Figure 5F**). Our data suggest that reduced FRS may enhance T cell function within the TME. To comprehensively assess the influence of FRS expression on ICB-resistant tumor development, we conducted pseudotime analysis on RNA sequencing data from nonresponsive tumors. The findings revealed that the expression patterns of three key genes closely mirrored one another and were significantly elevated during the advanced stages of tumor progression (**Figures 5G, H**). Collectively, these results suggest that the FRS is positively associated with ICB resistance and may facilitate tumor progression.

**Figure 5:**
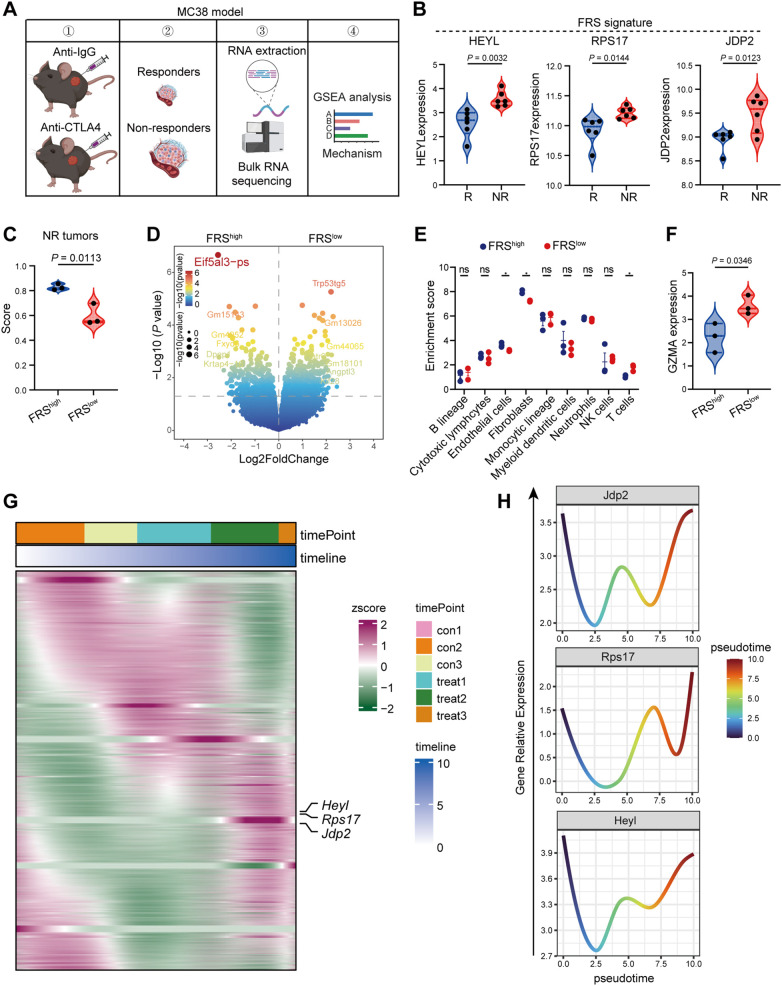
High FRS score correlates positively with ICB resistance in murine MC38 tumors. **(A)** The schematic representation of the experimental timeline for the RNA-seq analysis of ICB resistant murine MC38 tumors. The image was illustrated by the Biorender.com. **(B)** Expression profiles of pivotal genes within the FRS in responsive and nonresponsive MC38 tumors, highlighting variations in gene activity, R, responders, NR, non-responders. **(C)** Violin plot depicting the distribution of scores for tumors with high and low expression of FRS, specifically within the nonresponsive MC38 tumor group. **(D)** A volcano plot illustrating the differential gene expression between tumors exhibiting high versus low FRS score in the nonresponsive category. **(E)** MCPcounter analysis revealing the enrichment of distinct cell clusters associated with high and low FRS score in nonresponsive tumors. **(F)** A violin plot displaying the expression levels of GZMB in tumors with high and low FRS score among the nonresponsive group. **(G)** Heatmap representing the expression patterns of key genes derived from pseudotime analysis of bulk RNA-seq data from nonresponsive tumors. **(H)** Line graphs illustrating the trend of key gene expression changes within the FRS across the nonresponsive tumors. P values are from unpaired t-tests **(B, C, F)** and two-way ANOVA **(E)**.

### FRS inhibitor significantly rewires the TME to promote tumor regression

As our analysis, the correlation between FRS expression and tumor immunity has been established, yet the extent to which FRS inhibitors can curtail tumor progression through the enhancement of antitumor immunity is not fully understood. To address this, we utilized the CTRP and PRISM databases to prognosticate potential inhibitors that target the FRS and subsequently validated the antitumoral efficacy of these inhibitors in murine tumor models. Through the amalgamation of data from both databases, we identified PHA-793887, recognized as a quintessential cyclin-dependent kinase (CDK) inhibitor, as a promising candidate with potential inhibitory effects on the FRS (**Figures 6A, B**). Then, we developed a mouse xenograft model of colorectal cancer by subcutaneously inoculating MC38 tumor cells and evaluated the impact of PHA-793887 on tumor progression and the TME via oral administration (**Figure 6C**). Notably, the treatment did not induce any discernible harm to the vital organs of the mice, encompassing the heart, liver, intestine, stomach, and lungs (**Figure 6D**). Importantly, the PHA-793887 significantly suppressed tumor growth and reduced the tumor burden relative to the control cohort (**Figure 6E**). Further examination of the TME utilizing flow cytometry disclosed that PHA-793887 markedly augmented the secretion of cytotoxic T cell-associated cytokines, including interferon-gamma (IFN-γ), tumor necrosis factor-alpha (TNF-α), and granzyme B (GZMB), within the tumor milieu (**Figure 6F**). This suggests an enhancement of T cell functionality. Moreover, in tumors treated with PHA-793887, there was a significant increase in the infiltration of CD8^+^ T cells and effector CD4^+^ T cells, along with a decrease in tumor-associated macrophages (TAMs) and regulatory T cells (Tregs) (**Figures 6G–J**). These findings underscore that PHA-793887, acting as an FRS inhibitor, can profoundly rewire the immunosuppressive TME, bolster anti-tumor immune responses, and reduce tumor growth.

**Figure 6:**
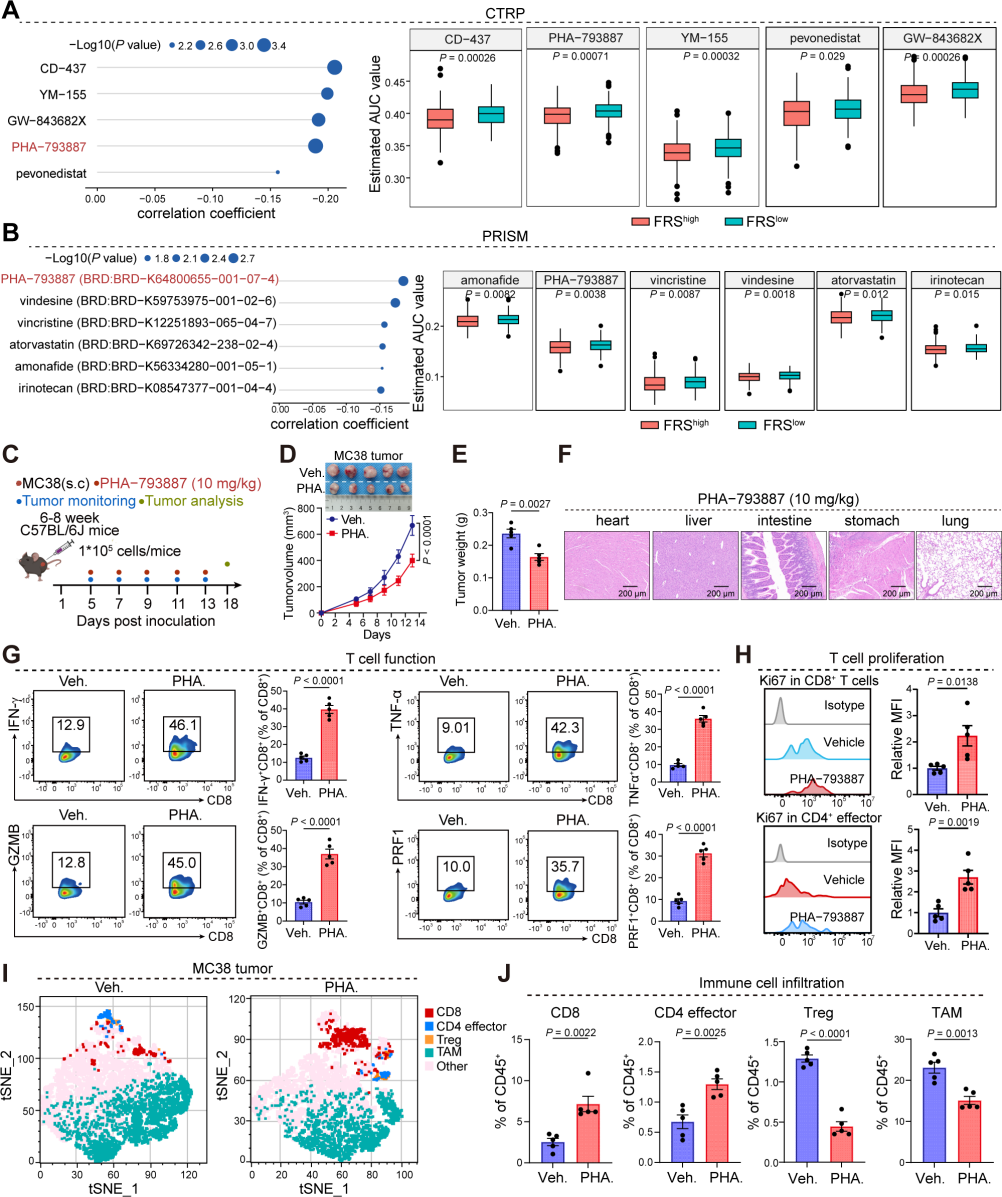
PHA-793887 enhances antitumor immunity in MC38 tumor model. **(A, B)** The prediction of drugs targeting FRS via CTRP **(A)** and PRISM **(B)** database. **(C)** The schedule process of animal experiments. **(D, E)** Tumor growth **(D)** and tumor weight **(E)** of MC38 tumors bearing mice treated with Veh. or PHA. (10 mg/kg). Veh., vehicle; PHA., PHA-793887. **(F)** Representative images of hematoxylin and eosin (HE) staining were obtained to evaluate organ toxicity in mice treated with either vehicle or PHA-793887. **(G)** The expression levels of cytotoxic molecules in the CD8^+^ T cells within MC38 tumors treated with Veh. or PHA. **(H)** The expression of ki67 in the CD8^+^ T cells (top) and CD4 effector cells (bottom). **(I)** tSNE plot showing the distribution of immune cell clusters. Distinct colors represent the different cell clusters. **(J)** The box plot showing the percentages of CD8^+^ T cells, CD4 effector cells, Treg cells, and TAMs in the MC38 tumors treated with Veh. or PHA, Treg, regulator T cell, TAM, tumor-associated macrophage, Veh., Vehicle, PHA., PHA-793887. *P* values are from a two-tailed unpaired Student’s t-test **(A, B, E, G, H, J)** and two-way ANOVA **(D)**.

### FRS is positively correlated ICB therapy resistance in cancer patients

To further elucidate the association between FRS and the therapeutic efficacy of ICB in cancer patients, we conducted an integrative analysis using TCGA and the Tumor Immune Dysfunction and Exclusion (TIDE) database. Our analysis revealed that patients with tumors exhibiting high FRS score had a significantly lower survival rate compared to those with low FRS score within their tumors (**Figure 7A**). Additionally, by examining patients within the TIDE database who underwent ICB treatment, we observed a notable increase FRS among patients with stable disease (SD) or progressive disease (PD) compared to those with partial response (PR) (**Figure 7B**). Utilizing the TIDE scoring system, we identified a higher prevalence of responders among patients with low FRS expression (**Figure 7C**). Furthermore, the SubMap analysis revealed that the low FRS group exhibited a high likelihood of response to anti-PD-1 in the immunotherapy cohorts (IMvigor210) (**Figure 7D**). In the context of patients undergoing ICB therapy, we conducted a detailed analysis of the prognostic impact of key genes within the FRS. Our findings indicate that tumors with elevated expression levels of HEYL, RPS17, and JDP2 are associated with a poorer prognosis for cancer patients (**Figures 7E-G**). These results suggest that the FRS may serve as a prognostic indicator for ICB treatment outcomes, with a lower FRS score potentially correlating with a more favorable response to ICB therapy.

**Figure 7:**
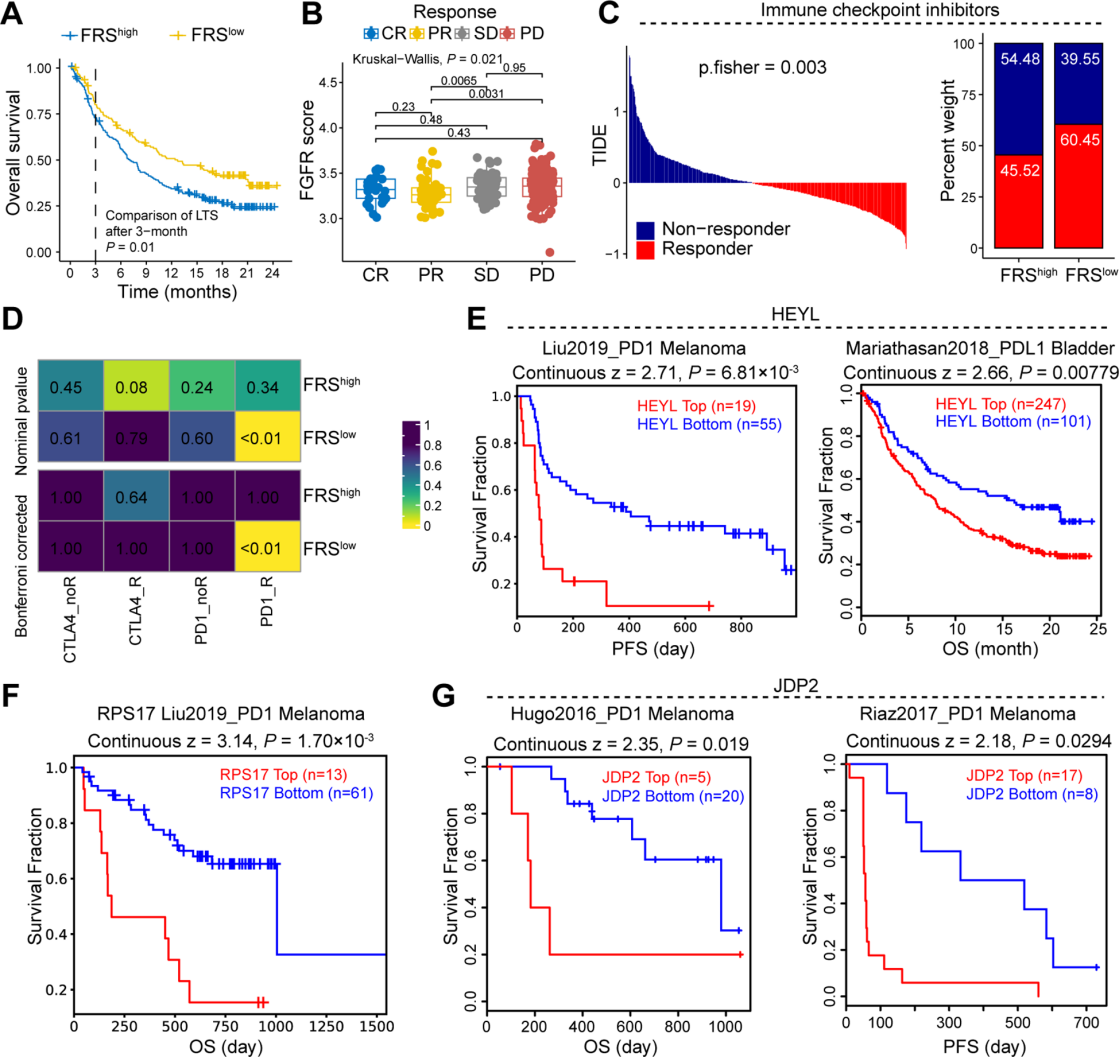
FRS is negatively correlated to the response of immune therapy in cancer patients. **(A)** Survival curve of cancer patients with high or low FRS score. **(B)** The FRS score of cancer patients in the indicated groups, CR, complete response, PR, partial response, SD, stable disease, PD, progressive disease. **(C)** TIDE analysis showing the immune therapy response of cancer patients. **(D)** Submap showing the correlation between FRS score and therapy response of ICB in the cancer patients. **(E-G)** The survival analysis of cancer patients received ICB therapy in indicated groups, PFS, progression-free survival, OS, overall survival. P values are from the log-rank test **(A, E-G)** and one-way ANOVA **(B)**. Pearson’s correlation coefficient is calculated **(D)**.

## Discussion

Our comprehensive analysis leveraging scRNA-seq data from CRC cohorts has unveiled the intricate relationship between FRS and tumor biology, particularly within the TME. The identification of FGFRS^+^ fibroblast subsets through scRNA-seq analysis provides a foundation for understanding the heterogeneity of cancer and the potential for targeted therapeutic intervention. The significant association between FRS and fibroblasts suggests a pivotal role for these cells in modulating the TME, which could be a critical factor in tumor progression and response to therapy. The enrichment of FRS in fibroblasts, as evidenced by the highest module scores, indicates that these cells may be key players in the tumor’s resistance to ICB therapy. This finding is supported by the observation that FGFRS^+^ fibroblasts display distinct gene expression profiles linked to pathways, including epithelial tube morphogenesis and collagen fibril organization, which are known to influence tumor growth and invasion.

Previous studies have reported the relevant signature of immune cells, such as macrophages, predicted patient prognosis and therapy resistance (16–19). The development of a predictive model using machine learning algorithms has been instrumental in identifying a gene signature that strongly predicts patient survival outcomes (20, 21). The FRS, composed of genes like JDP2, HEYL, NRG1, RPS17, and MANF, has demonstrated robust predictive capabilities across various cohorts. This underscores the potential of using FRS as a prognostic tool in clinical settings to stratify patients into high and low-risk groups, thereby personalizing treatment strategies. Furthermore, our analysis elucidates the correlation between the FRS and tumor immunity. The identification of distinct patient clusters based on FRS, along with the associated differences in immune scores and cell infiltration patterns, suggests a complex interplay between the FRS and immune cell dynamics within the TME. Notably, the reduced infiltration of CD8^+^ T cells and the increased presence of M0-like macrophages in tumors with higher FRS scores indicate a possible mechanism through which FRS enrichment may suppress antitumor immunity.

Many drugs harbor significant anti-tumor, whereas the mechanism remains elusive (22). Previous research has established PHA-793887 as a potent, ATP-competitive cyclin-dependent kinase (CDK) inhibitor capable of inhibiting key cell cycle regulators such as CDK2, CDK1, CDK4, AND CDK9 (23, 24). While its efficacy in disrupting cell cycle progression is well-documented, the exploration of additional potential targets and its impact on tumor immunity remains less explored (25). Our study takes a significant step toward addressing this gap by employing in silico drug prediction methods to identify FRS as a potential target for PHA-793887. The application of PHA-793887 in our murine model of colorectal cancer has yielded promising results, demonstrating a significant inhibitory effect on tumor growth without any detectable organ toxicity. In the TME, various factors could contribute to T cell dysfunction, subsequently promoting immunotherapy resistance and tumor progression (26, 27). In this study, we found PHA-793887 treatment induced an enhanced secretion of cytotoxic T cell-associated cytokines and facilitated an increase in the infiltration of CD8^+^ T cells and effector CD4^+^ T cells within the TME. These observations suggest an improvement in T cell functionality, indicative of the compound’s potential to bolster antitumor immunity. Together, these findings underscore the PHA-793887 could be a potential inhibitor enhancing antitumor immunotherapy for the cancer patients with CRC. Future research should focus on clinical trials to evaluate the efficacy of FRS inhibitors in combination with ICB therapies and on further elucidating the mechanisms by which FRS modulates the TME and immune responses in CRC patients.

## Conclusion

Our study presents a multi-faceted perspective on the role of FRS in colorectal cancer, highlighting its enrichment in fibroblasts, its correlation with ICB resistance, and its impact on tumor immunity. The findings have implications for the development of novel therapeutic strategies targeting the FRS and for the refinement of prognostic models to better predict patient outcomes. Importantly, PHA-793887 could be a potential inhibitor targeting the FRS in the immunotherapy of CRC patients.

## Data Availability

The original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding author. The public databases presented in the study are deposited in the Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo/), accession number: GSE231559, GSE166555, GSE17536, GSE29621, and GSE38832.

# Supplementary material for: Fibroblast growth factor receptor risk signature predicts patient prognosis and immunotherapy resistance in colorectal cancer
**Source:** Front Immunol. 2024 Nov 29;15:1493673. doi: 10.3389/fimmu.2024.1493673
**Supplement:** Supplementary file 1

**Supplementary Figures for Fibroblast growth factor receptor risk signature predicts patient prognosis and immunotherapy resistance in colorectal cancer**

**Xiaofang Li^1#^, Zhiling Pan^2,3#^, Tiankuo Luan^4#^, Qian Xiao^4^, Liuying Li^4^, Qianxue Wu^4^, Guoqing Yao^5^, Xiang Zhang^6*^ and Daqiang Song^4*^**

**Supplementary Figure 1-5**

**
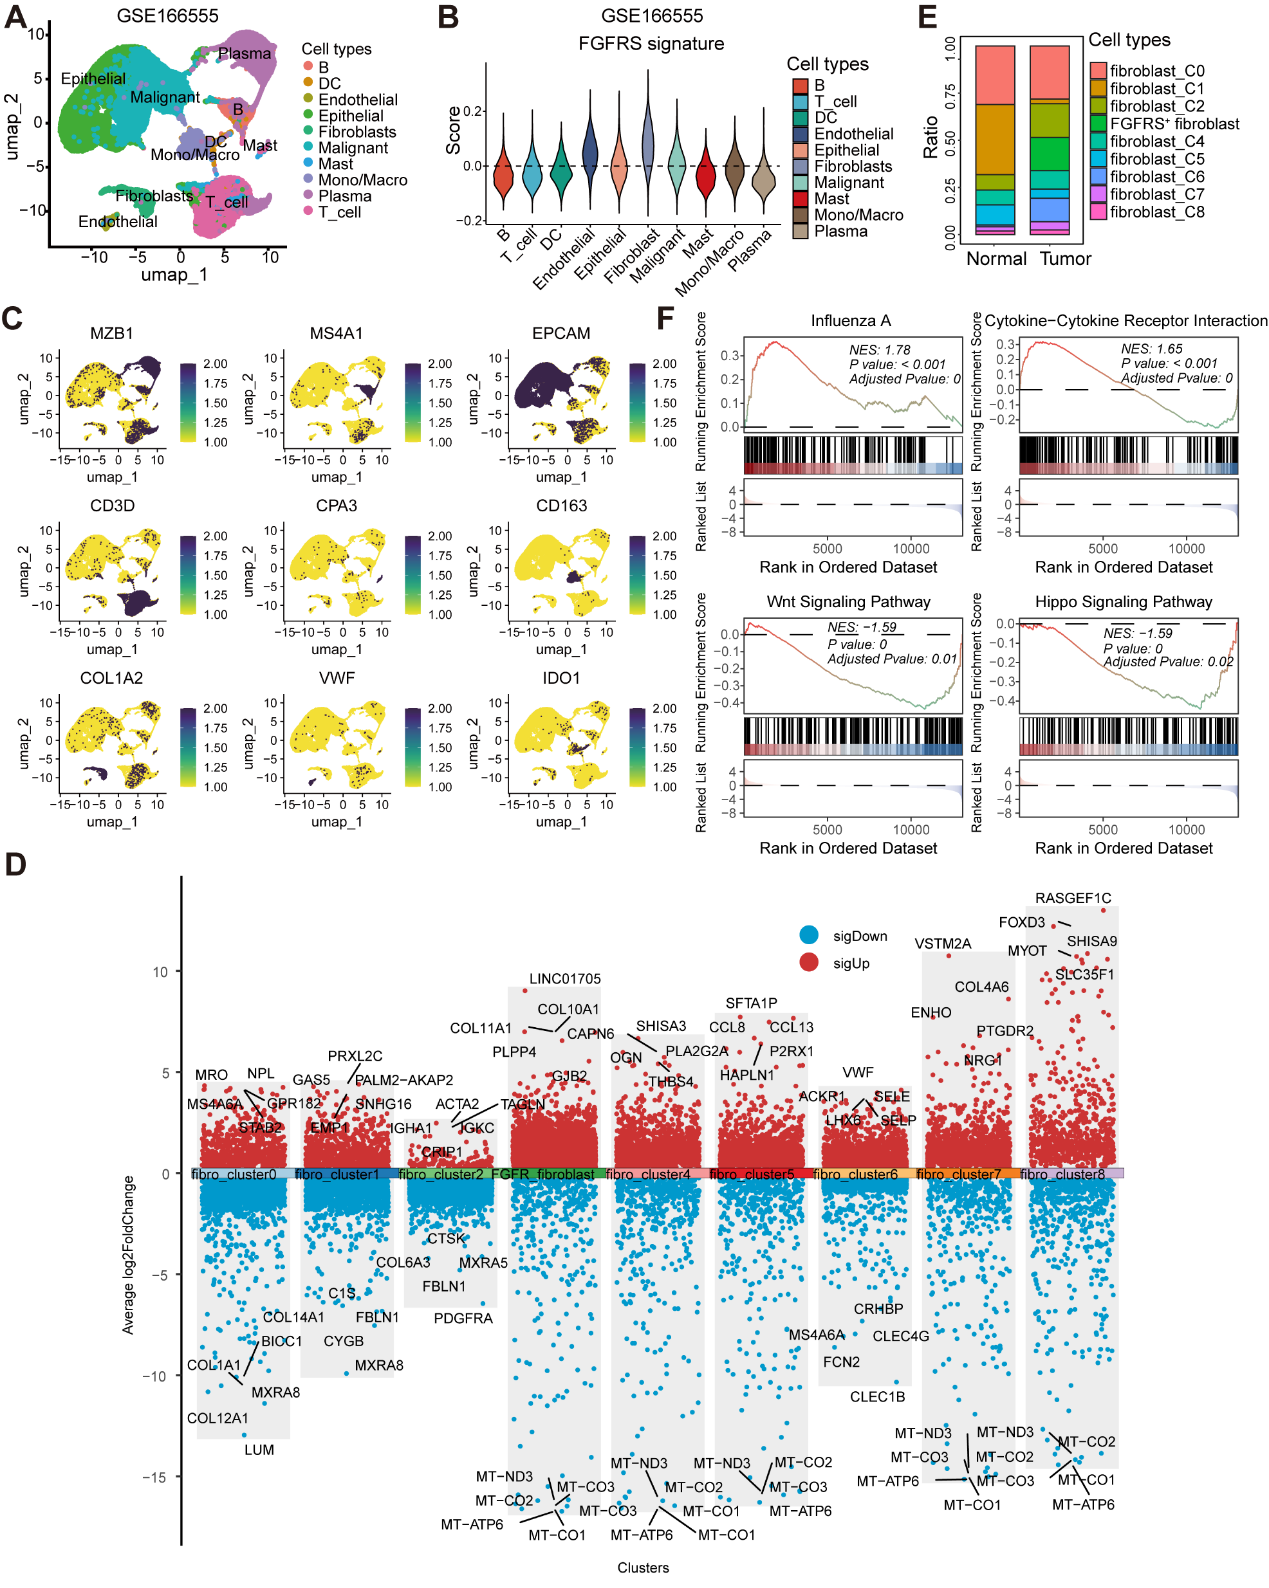
**

**Figure S1. The scRNA-seq analysis reveals the FGFRS-positive cell clusters.**

(A) UMAP showing the cell clusters in the CRC cohort from GEO database. Distinct colors represent the different cell clusters. (B) Violin plot showing the FGFRS score in the indicated cell clusters. (C) UMAP showing the expression of representative markers of distinct cell types. (D) Multiple volcano plot showing the expression of differential genes in the distinct cell clusters. 

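Over all libraries pooled, the fibroblast-like cluster led by CXCL14 and POSTN held 36 of 1771 stromal cells of normal tissue, or 2.03% (Wilson 95% interval 1.47 to 2.80), and 200 of 1696 stromal cells of tumors, or 11.8% (10.3 to 13.4). Most of the tumor cells in it came from colon tumor 5, without which it held 46 of 1211, or 3.80% (2.86 to 5.03). Of its cells 197 came from colon tumors and 27 from normal colon, while in libraries with at least 20 stromal cells normal tissue held 1199 from the liver and 545 from the colon, and tumors 724 and 924, so the pooled shares also differ by the mix of tissues. The fibroblast-like cluster led by SFRP2 held 22.6% of stromal cells in normal tissue (20.7 to 24.6) and 13.6% in tumors (12.1 to 15.3). Per library, that cluster made up 66.6% ± 11.8 (SD, n = 2 libraries, of 20 and 525 stromal cells) in normal colon and 17.3% ± 12.0 (SD, n = 4) in colon tumors. The mural-like cluster led by RGS5 made up 0.0952% (n = 2) in normal colon and 5.83% ± 1.23 (SD, n = 4) in colon tumors. Both differences had an exact two-sided permutation p of 0.0667, the smallest that 4 libraries against 2 allow, and an adjusted p of 0.433. In the liver, the sinusoidal endothelial-like cluster led by CLEC4G made up 19.0% ± 14.1 (SD, n = 6) in normal tissue and 4.44% ± 6.11 (SD, n = 4) in tumors, and the RGS5 cluster 0.821% ± 1.55 (SD, n = 6) and 8.70% ± 11.0 (SD, n = 4), each with an exact two-sided permutation p of 0.0857 and an adjusted p of 0.534. None of the 13 clusters differed in either tissue after Benjamini-Hochberg adjustment. The intervals cover counting error in pooled cells and not the spread between libraries, which held up to 852 stromal cells each.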

(E) The ratio of fibroblast subsets. (F) GSEA analysis showing the enriched signaling pathways in the FGFRS positive fibroblasts. *P* values are from a two-tailed unpaired Student’s t-test (D, F).

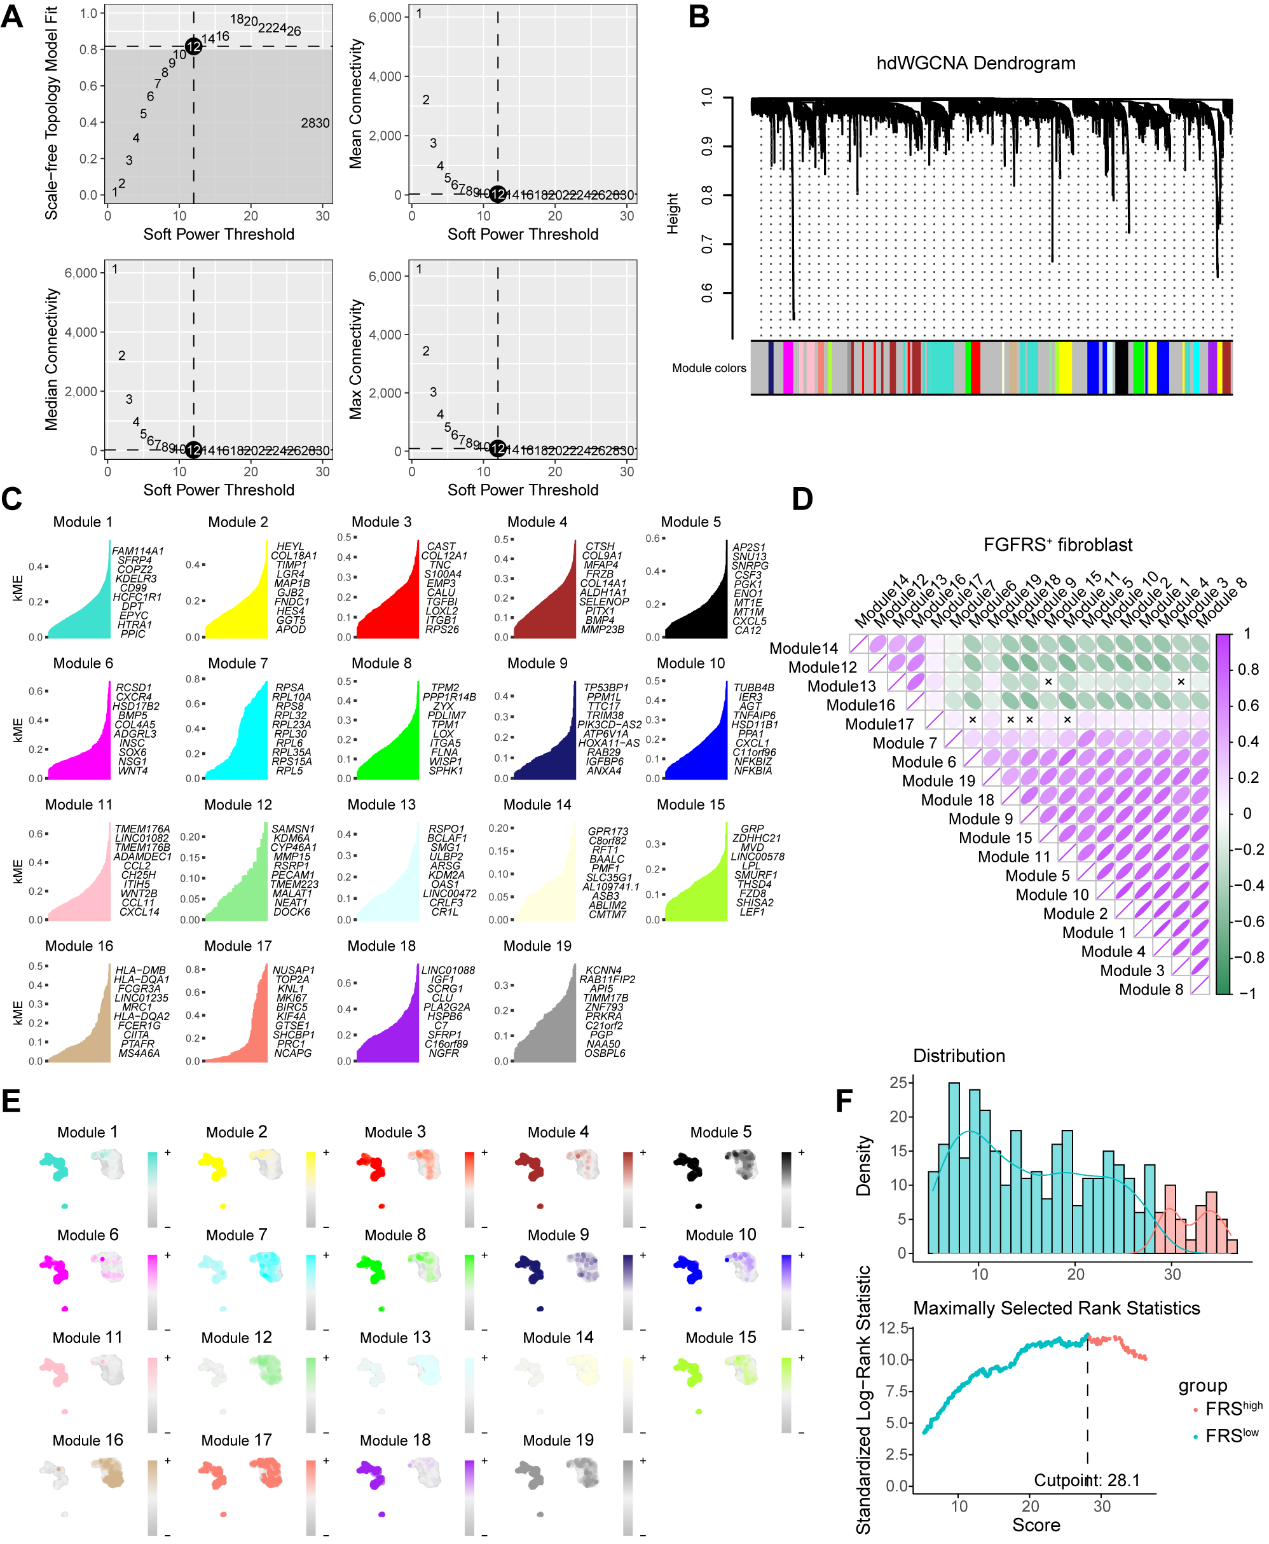

**Figure S2. hdWGCNA analysis identifies the key molecule modules correlated FGFRS fibroblasts.**

(A) The selection of soft-thresholding powers and the impact of these powers on the scale-free topology fit index and average network connectivity across different weighting coefficients are discussed. (B) The dendrogram illustrating the hierarchical clustering of gene modules in hdWGCNA, with module colors indicating distinct groups of co-expressed genes. The height of the dendrogram branches represents the dissimilarity between modules. (C) Three FGFR-fibroblast-related gene modules were identified, and the top hub gene is presented according to the hdWGCNA pipeline. (D) The matrix plot visually represents the inter-module relationships by depicting the correlation between module eigengenes. (E) UMAP plots as in Figure 1D, colored by MEs for the 19 co-expression gene modules. (F) The score distribution from a RSF analysis, with maximally selected rank statistics indicating the strength of variable importance.

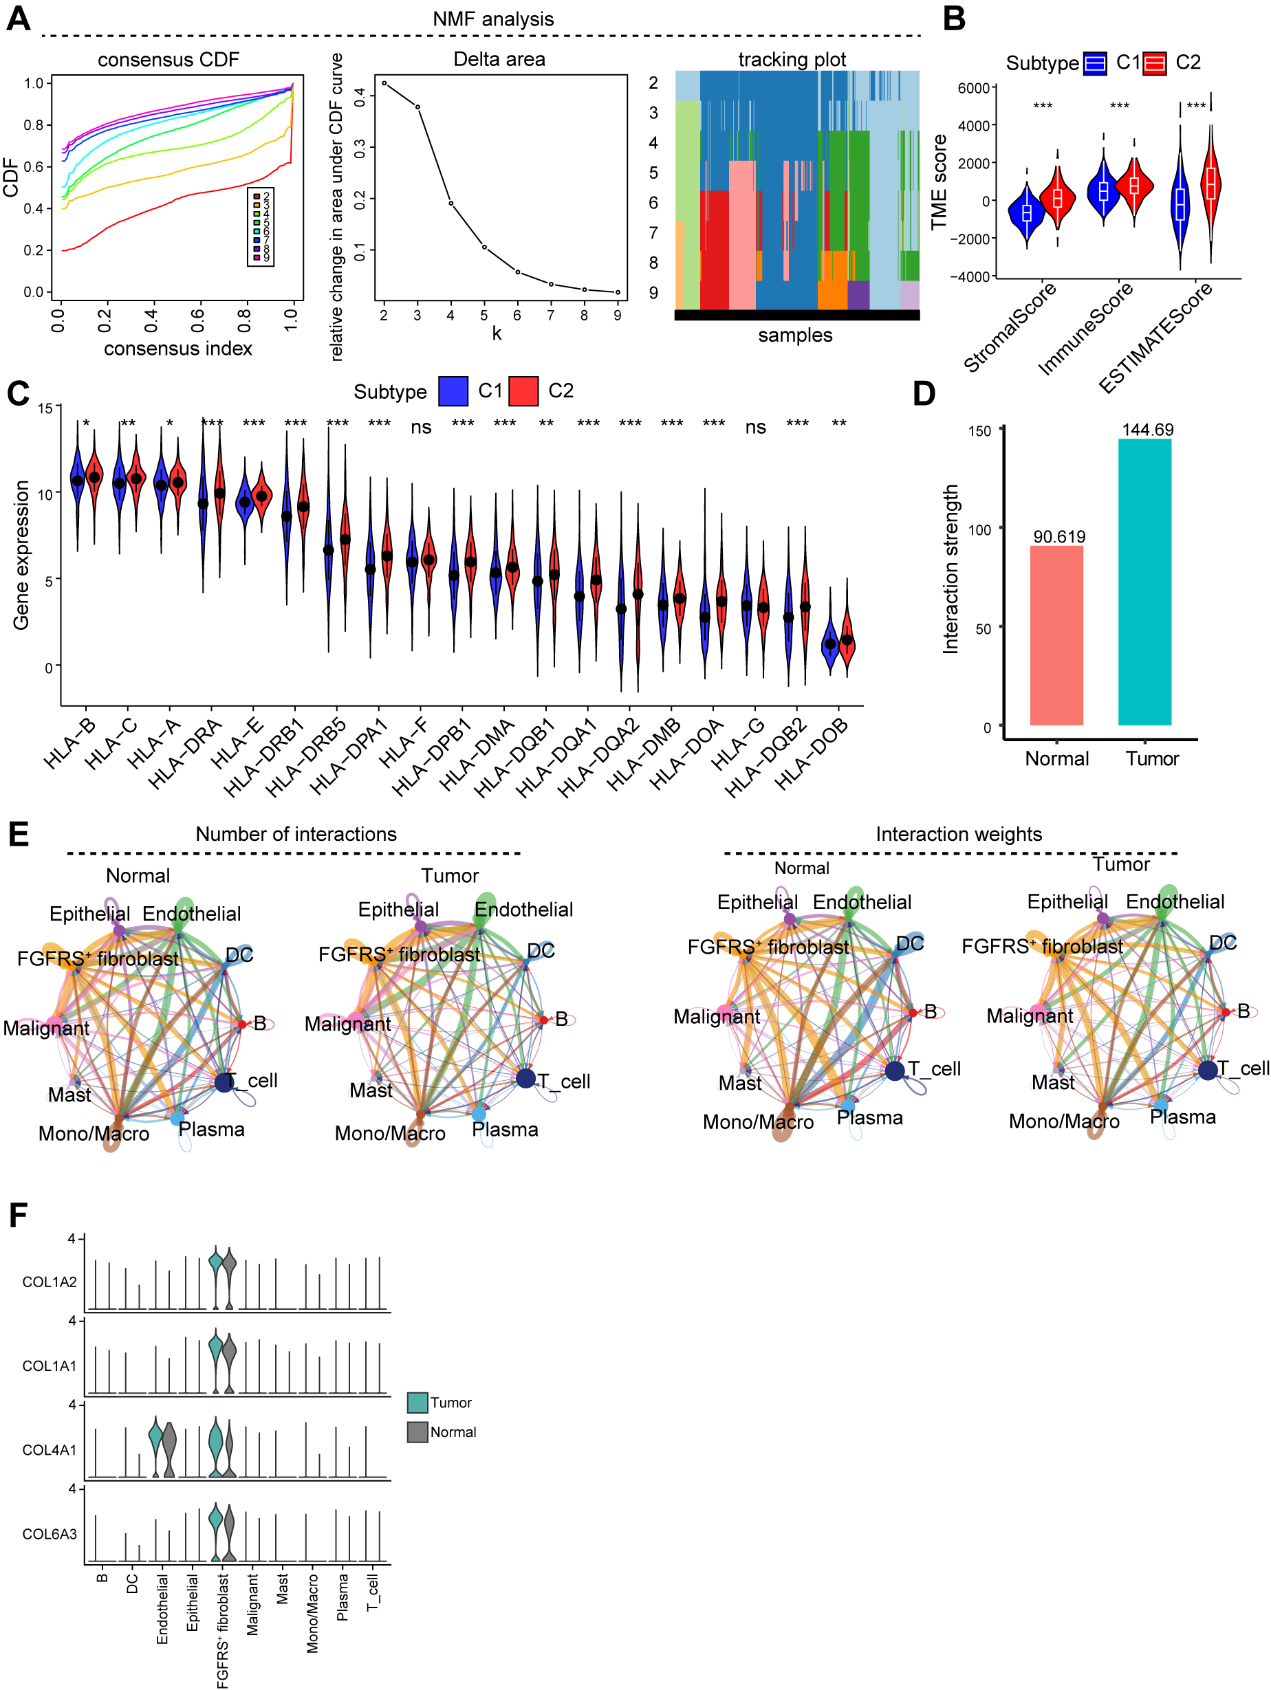

**Figure S3. FGFRS molecule subtypes is associated with tumor immunity.**

(A) The NMF analysis plot shows the tracking of consensus indices, with the relative change in the area under the CDF curve indicating subtype stability, NMF, non-negative matrix factorization, CDF, cumulative distribution function. (B) Violin plot showing the TME score, C1, cluster 1, C2, cluster 2. (C) Violin plot showing the expression levels of immune activation relevant genes in the FGFRS subtype. (D) The interaction strength in the normal or COAD tumors. (E) The network showing the number and weight of interaction of cells in the COAD tumors. (F) Violin plot showing the expression of collagen related genes in the normal and tumor tissues.

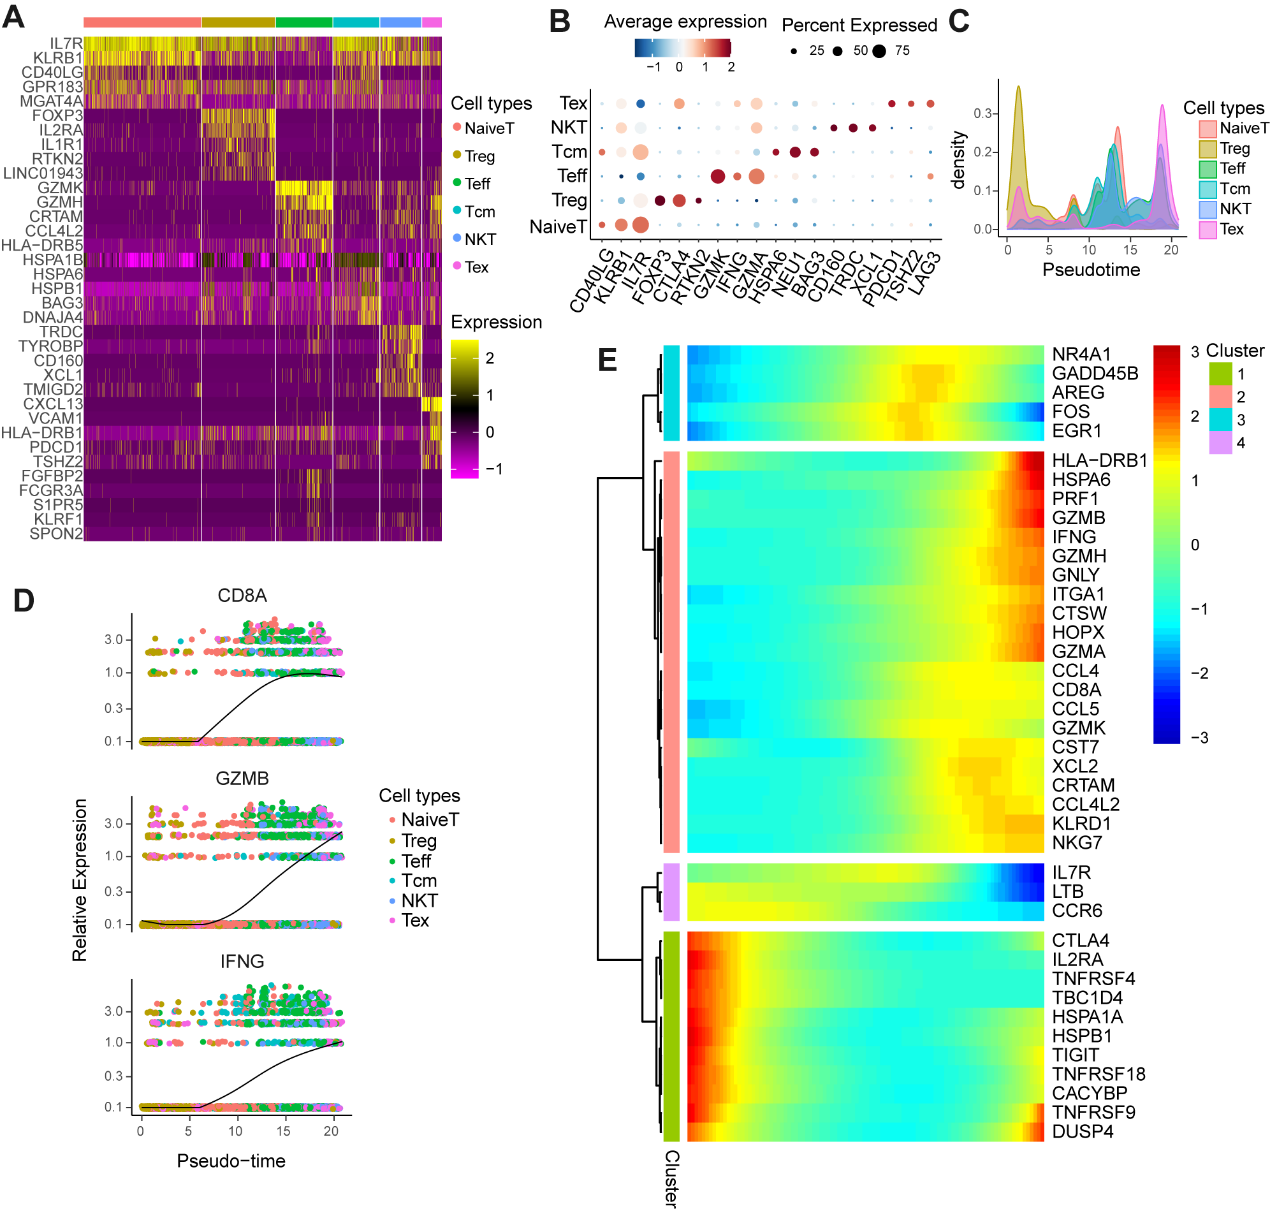

**Figure S4. The scRNA-seq analysis shows the marker expressions of T cell subset.**

(A) The heatmap showing the expression of top 5 markers in the distinct cell clusters, Treg, regulator T cells, Teff, effector T cells, Tcm, central memory T cells, NKT, natural killer cells, Tex, exhausted T cells. (B) Dot plot showing the established markers in the cell types. (C) The density of cell clusters in the pseudotime. (D) The expression of selected genes in different cell states as the pseudotime progresses. (E) Heatmap showing the dynamic changes in gene expression of the different cell clusters.

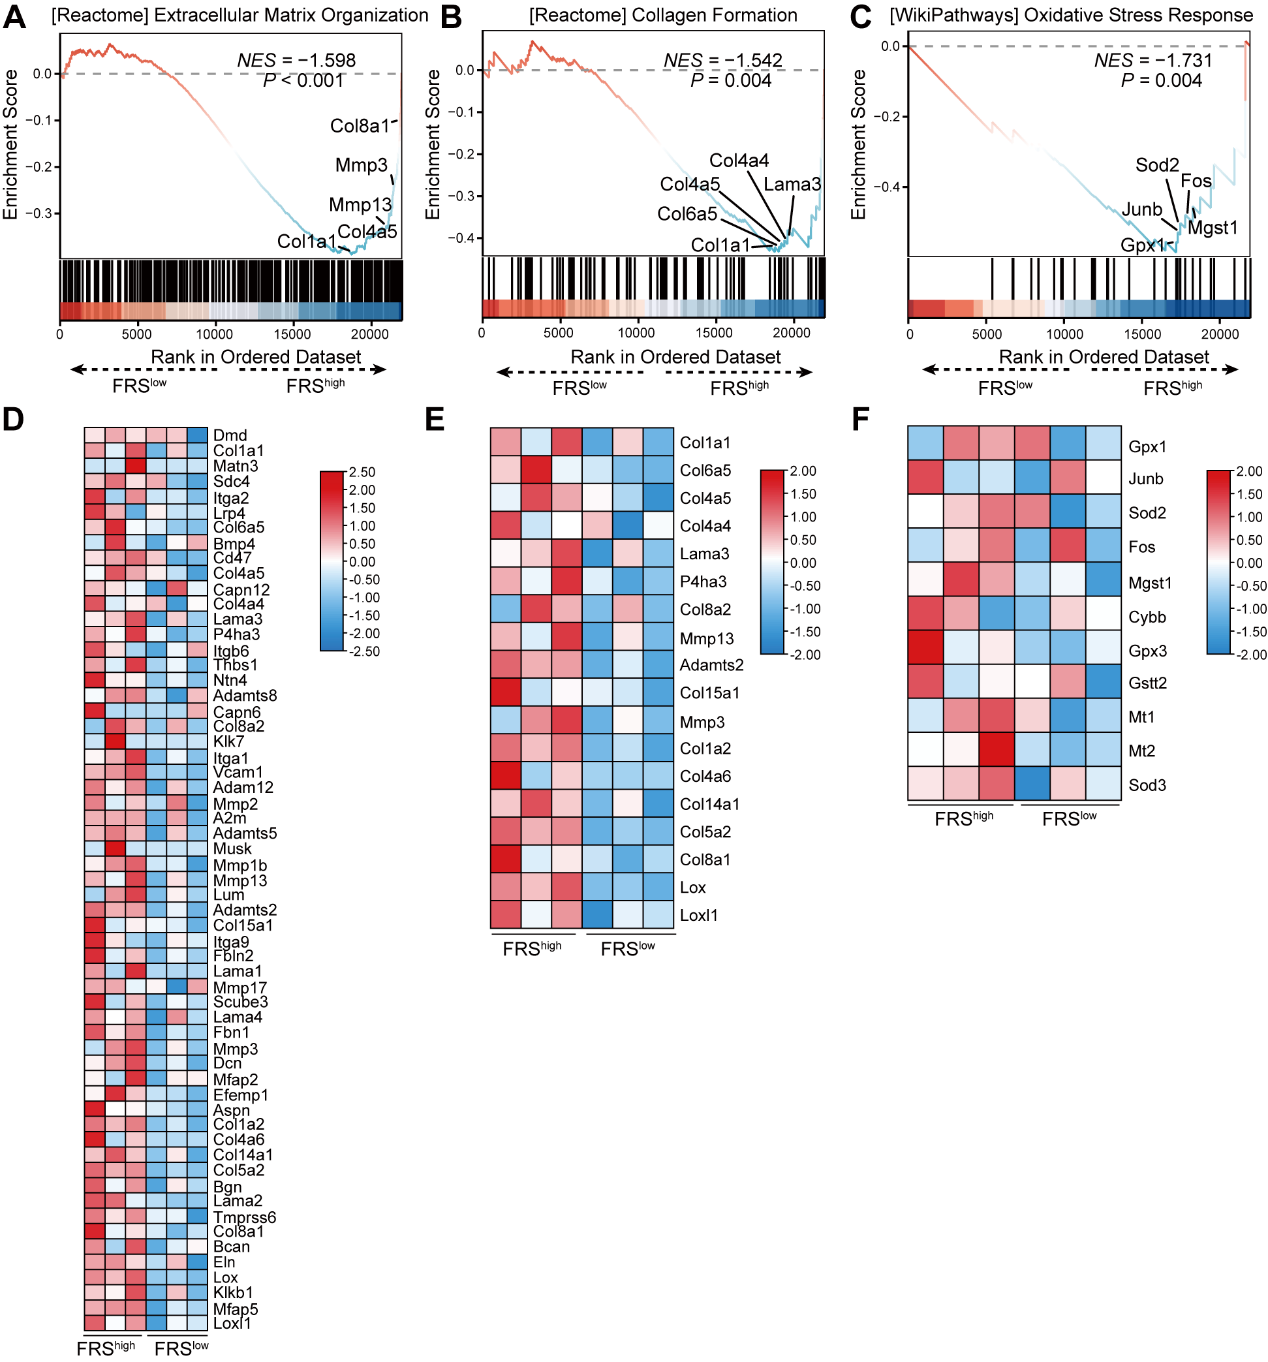

**Figure S5. GSEA analysis reveals enriched signaling pathways in the ICB resistant MC38 tumors.**

(A-C) Signaling pathways enriched in the high and low FRS nonresponsive MC38 tumors, NES, normalized enrichment score. (D-F) Heatmap showing the key gene expression in the enriched signaling pathways.

How the deposited data were processed for this re-analysis (not part of the article)

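The files hold 26 single-cell RNA sequencing libraries of human colon and liver tissue, normal or tumor, from patients with colorectal cancer. The authors aligned the reads to GRCh38 with Cell Ranger and deposited raw UMI counts per gene and filtered cell barcode, with no normalization. By the file headers, Cell Ranger 3.1.0 made 20 libraries and 6.1.2 made 6. Of the libraries, 18 list 33538 genes and 8 list 36601 genes, so the 32732 genes present in both annotations were kept. Y-linked genes, XIST and TSIX, 125 in all, were left out, and 32607 genes were used. Replicate numbers were taken from the labels, and both pieces of liver tumor 8 were summed. The other single-cell dataset of the paper and its bulk cohorts are not among these files.

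The paper's limits of 200 to 6000 genes and under 5% mitochondrial counts removed most cells, and 93691 barcodes failed by the mitochondrial limit alone. Cell classes, class scores, signature genes, class shares and liver T-like cells use the paper's limit of 5%. Where that limit left too few libraries with stromal cells or colon T-like cells, the limit of 20%, listed among the alternatives, became the main setting. This was decided from the numbers of cells per library, and values of the other setting are given for part of the results. The paper states no step for doublets, and none was removed in the main values. An alternative removed barcodes by a simulated-doublet score, 1787 of 29067 under the 5% limit and 4684 of 86863 under the 20% limit.

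UMIs were scaled to 10000 per cell and log-transformed, since SCTransform was not available. From 2000 variable genes, 30 principal components of all cells, or 20 of stromal and T-like cells, were corrected by library with a Harmony-type procedure. Louvain clusters were found on a graph of 20 neighbours at a resolution of 0.8, with 0.5 and 1.2 as alternatives. A cluster took a cell type's name, with "-like", only where at least 3 of the type's markers were each found in at least 0.25 of its cells. It also remained unnamed with under 20 cells or where the markers as a set were found in too few cells. The same held where its 10 leading genes had more markers of another class, or had none of the type while a second class came close. Signature genes and the pathway lists were left out of the clustering of stromal cells, and the genes of the T-cell lists out of that of T-like subsets for their shares, which count only cells classed as T-like. The FGFRS score of a cell was the mean log-normalized level of the signature genes minus that of 100 control genes per gene drawn from 24 bins of abundance, as in AddModuleScore, and was averaged per library before any test. The paper's text gives the number of signature genes and their source but no list, so the 86 genes were taken from the pathway set for FGFR signaling as known to the analyst.

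Counts of UMIs were summed per library and cell type, with at least 20 cells per library. They were tested with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F test, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change over 2 was also required between cell classes and between clusters, as in the paper. DESeq2 1.42.0 served as the alternative tool. Classes were compared with the mean of the other classes, with the library as a block, and each class was fitted against the rest in a model of its own, since a contrast with the mean of separate classes has no finite value for a gene with no counts in one of them. Liver fits had the annotation as a covariate where both annotations held tumor and normal libraries. CPM values are means over libraries. Shares of cells were compared with exact two-sided permutation tests of per-library percentages, and scores with exact two-sided sign-flip permutation tests within libraries, with 100000 random permutations at 10 or more libraries. For modules, metacells of 50 cells, sharing at most 10 cells, gave a signed network with a power of 12, topological overlap and average linkage, in place of hdWGCNA, which was not available. Enrichment analysis was replaced by counts of list members. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9 and R 4.3.3 were used.

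Results that need certain genes are not reported here. The gene lists, the markers and the rule for naming genes were fixed before the data were examined. The rule names every gene that the paper names for these cells, up to 4 members of each list with the largest fold change past the threshold in each direction, and the 5 largest fold changes in each direction of each comparison among genes with a mean log2 CPM over 4. Immunoglobulin, hemoglobin, mitochondrial and Y-linked genes, XIST and TSIX are not named, apart from IGHA1, which the paper's text names. The lists were the FGFR signature, FGF ligands, receptors and co-factors, collagen fibril organization, epithelial tube morphogenesis, receptor-mediated endocytosis, regulation of miRNA metabolism, collagen ligands named in the paper, FRS genes, matrix cancer-associated fibroblasts, inflammatory fibroblasts, contractile genes, hypoxia and glycolysis, interferon response, antigen presentation by class II, cell cycle, dissociation and heat stress, cytotoxic effectors, exhaustion, regulatory T cells, and naive and memory T cells.

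Normal and tumor libraries of 1 tissue share replicate numbers in the labels. In T-like cells, deviations from the group means were correlated between same-numbered libraries. The average was 0.329 in the colon (3 pairs, lowest 0.232) and 0.555 in the liver (3 pairs, lowest 0.508), against -0.0659 and -0.0550 for other numbers. Each liver pair shares its annotation and Cell Ranger version, so batch and pairing cannot be told apart there. The numbers were taken as a possible pairing, which the main tests of tumor against normal tissue did not use. The fit with the number as a block was an alternative. The other alternatives were DESeq2, no filter on low counts, at least 10 or 50 cells, each replicate left out in turn, colon or liver alone, each annotation alone, no annotation covariate, no correction by library, thinning of cells to 1000 UMIs, thinning of libraries to one depth, other gene sets for the score and other divisions of the module tree.

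Each comparison was tested on simulated counts with 2-fold and 4-fold changes. In edgeR, 62.6% and 95.5% of the changed genes were recovered for liver T-like cells (8510 genes), 11.6% and 75% for colon T-like cells (9366 genes), 9% and 59% for fibroblast-like cells against the other classes (11664 genes), 9.18% and 72.8% for the cluster with the highest FGFRS score (9932 genes), and 0% and 0% for fibroblast-like cells between tumor and normal tissue in the colon (12575 genes) and the liver (5208 genes). In those last comparisons DESeq2 recovered 2.04% and 17.3% in the colon and 1.22% and 9.64% in the liver. There it also called 56 unchanged genes in the colon and 22 in the liver, and edgeR called 1 and 11. Depth per cell was lowest in normal colon, where the median library had 3107.5 UMIs per barcode, against 4651.5 in colon tumors, 5072 in normal liver and 3550.5 in liver tumors. UMIs are counted molecules, and intervals and floors cover counting error only.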

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

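The shares of T-like subsets and all tests of explanations in this part were chosen after the results had been seen.

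Genes of regulatory T cells were higher in T-like cells of tumors in both tissues, genes whose levels the paper's text does not compare between tumor and normal tissue. In the liver, 9 of 10 members were higher when adjusted over the list alone (0 over all genes in edgeR, 9 at an unadjusted p under 0.05, 2 by DESeq2), and regulatory T-like cells made up 15.5% ± 4.38 (SD, n = 7 libraries) of T-like cells in tumors and 5.79% ± 3.00 (SD, n = 6) in normal liver, a difference of 9.74 points (exact two-sided permutation p = 0.00117, adjusted p = 0.00466). In the colon, 8 of 10 members were higher when adjusted over the list alone (0 over all genes in edgeR, 8 at an unadjusted p under 0.05, 2 by DESeq2), 3 without normal colon 3. The median log2 fold change of the liver list was 1.59 (SD of members 0.875) in the older annotation, with 2 tumors against 5 normal livers. There 0 members were higher on the list alone. With libraries thinned to one depth it was 1.19 (SD 0.403) over the 5 members tested, 3 of them higher on the list alone. The direction held in both. The SD of members does not measure the spread between libraries, so a difference between annotations or in depth was not excluded. Without the regulatory T-like cluster the liver median fell to 0.293 (SD 0.584) from 1.45 over the same members. A larger share of regulatory T cells is a candidate explanation there, though the cluster was named by members of this list. The colon median stayed at 1.33 (SD 0.923, from 2.40) with 9 of 9 members up. However, an unnamed cluster led by RTKN2 and IL2RA, with 21 cells of normal colon and 103 of colon tumors, was not removed. Whether a larger share of regulatory T cells is the cause in the colon was therefore not decided, and a change within other T cells stays open.

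Libraries far from the others were looked for in 23 groups of 4 to 10 libraries and found in 7. Chance gives about 1 in 20 for Gaussian values, which shares at or near 0 are not. Normal liver 9 had 1.06% of its stromal cells in the cluster with the highest FGFRS score, against 0 in the other normal livers. It held 852 stromal cells, where the median normal liver held 76, so such a share could go unseen in the others. With all others at 0 the rule flags any value above 0, so this flag carries no weight. The fibroblast-like share of all cells in normal liver 9 was 6.64%, with the next normal liver at 2.84%. Liver tumor 8 had a fibroblast-like share of 3.98%, with the next liver tumor at 1.00%. The FGFRS score of NK-like cells was 0.149 in liver tumor 12, with the next at 0.123. T-like cells of normal liver 11 had an FGFRS score of 0.146, with the next at 0.108. In normal liver 5, CD8 effector-like cells made up 33.9% of T-like cells, with the next library at 19.8%. In normal liver 11 no T-like cell lay in the regulatory T-like cluster, a share of 0% against 6.11% in the next library.

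Between tissues, the tumor effect in T-like cells differed for 2 of 12841 genes, with mitochondrial counts under 20% and an interaction term in edgeR over 25 libraries. HBA1, a hemoglobin gene outside the rule for naming and named after its values were seen, had a colon effect minus liver effect of -5.82 on the log2 scale (SE 0.98, adjusted p = 0.0314). PHGR1, a gene of intestinal epithelium, had a difference of -10.14 (SE 1.77, adjusted p = 0.0314). HBA1 and PHGR1 are naming markers of erythroid and epithelial cells, so RNA of other cells was not excluded. At an unadjusted p under 0.05 there were 1029 genes.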

How the results depend on the processing

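Alternatives chosen after the data were seen were the 20% mitochondrial limit for class markers, liver T-like cells and T-like subsets, the 5% limit for liver fibroblast-like cells and colon T-like cells, at least 10 cells, each annotation alone for shares, thinned libraries, the loosest module tree, FGF genes, stromal cells or thinned cells under the 20% limit, fits without the regulatory T-like cluster or liver tumor 10, T-like subsets clustered with the genes of the T-cell lists, and for scores, signature genes and pooled shares each replicate left out. For the score of the stromal cluster with the highest FGFRS score they were also thinned cells, removal of doublets, no batch correction and the other resolutions. Part of the values that moved are given below, and the cause was not tested. Of 858 values of single genes under alternatives, 656 kept their direction and side of the threshold, 195 no longer passed, 6 passed anew and 1 turned, and of 178 counts of lists or modules 103 stayed within 1.5 times and 75 moved.

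The colon share of the cluster with the highest FGFRS score (main difference 13.3 points) was -13.9 with doublets removed and -0.280 without batch correction. The liver share (0.393) was -4.49 under the 5% limit, -0.297 in the newer annotation, -6.41 without batch correction and -0.994 among mesenchymal cells. No alternative passed the test. The score of that cluster against the others (0.00274) was -0.00189 in thinned cells and ranged from -0.0015 (without colon tumor 5) to 0.00886 with a library left out, and was 0.0136 with doublets removed and 0.0280 without batch correction (exact permutation p = 0.188 and 0.125), where other clusters were picked. The pooled share of that cluster, tumor minus normal (9.76 points), ranged from 1.77 (without colon tumor 5) to 14.0 with a library left out. The colon fibroblast-like share (-2.64) ranged from -5.28 to 1.09 with a library left out and was -5.06 under the 20% limit, and the liver share (-0.659) was -0.254 there. The class score difference was taken against the highest other class of each setting, so the class compared can change. In the main setting it was -0.0184, against NK-like cells. With FGF genes alone it was 0.0149, against endothelial-like cells, and in colon libraries 0.00138, against NK-like cells. Under the 20% limit it was 0.0281 with FGF genes, against NK-like cells, -0.0201 for all stromal cells and -0.0214 in thinned cells, these 3 past the threshold. Modules highest in the cluster (8) numbered 3 with 25-cell metacells, 1 with more modules, 3 with fewer and 2 at the loosest tree.

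With DESeq2, genes differing numbered 405 in colon fibroblast-like cells (220 higher, 185 lower), 19 in the liver (3 and 16), 10 for the cluster with the highest score (2 and 8), 15 in colon T-like cells (11 and 4) and 93 in liver T-like cells (37 and 56). With no filter on low counts they numbered 194 (53 and 141), 214 (78 and 136), 247 (62 and 185), 19 (7 and 12) and 219 (75 and 144). With at least 10 cells they numbered 206 in colon fibroblast-like cells and 29 for the cluster, and with at least 50 cells 0 in colon fibroblast-like cells. Under the 5% limit liver fibroblast-like cells gave 188 and colon T-like cells 1. With a library left out the range was 0 (without colon tumor 1 or 6) to 337 (without colon tumor 4) in colon fibroblast-like cells, 0 to 195 in the liver (195 without liver tumor 6, 34 without liver tumor 8) and 3 to 10 in colon T-like cells (10 without colon tumor 3). In liver T-like cells (23) the count was 2 with libraries thinned, 43 under the 20% limit, 11 with no annotation covariate, 0 in the older annotation, 7 without the regulatory T-like cluster and 10 without liver tumor 10. With the replicate block, a fit of the 6 paired libraries alone (3 against 3), it was 257 (136 higher, 121 lower), and cytotoxic genes lower on their list alone were 11. The block changed no other call. Those cytotoxic genes (6) were 0 with no covariate and 0 in the older annotation.

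Signature genes higher in fibroblast-like cells (7) numbered 1 with at least 50 cells, 0 in colon and 4 in liver libraries, and 4 to 6 with a library left out. Regulatory T genes higher on their list alone in the liver (9 of 10) were 3 of 5 tested when thinned, 0 in the older annotation and 0 of 7 tested without the regulatory T-like cluster. In the colon (8) they were 5 under the 5% limit, 1 without that cluster (median log2 fold change 1.33, 9 of 9 members up) and 3 to 10 with a library left out. The class markers that the paper's text names passed in 6 cases under the 20% limit (3 in the main setting), and GZMK in T-like cells was -0.20 in colon libraries. The liver regulatory T-like share (9.74) was 11.9 in the newer annotation (adjusted p = 0.381) and 9.70 in the older (0.533), and under the 20% limit 7.84 (0.317) and 4.65 (0.119). The CD8 effector-like share (-7.77) was -18.5 under the 20% limit (adjusted p = 0.00596) and -25.4 with T-like subsets clustered with the genes of the T-cell lists (adjusted p = 0.00874). In the latter clustering that name also covered a cluster of 2291 cells led by NCR3, SLC4A10 and KLRB1. It had 0 CD8 effector markers among its 10 leading genes, so -25.4 is not the change of CD8 effector-like cells alone. The naive or memory-like share (5.02) was 2.79 in the newer and 6.23 in the older annotation.

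No value could be had for clusters named after matrix cancer-associated fibroblasts in the main clustering, which had none. Among fits of genes, none could be had for the replicate block in fibroblast-like cells. For genes of the cluster with the highest FGFRS score, none could be had with at least 50 cells, in the liver or with a library left out. At this depth, fibroblast-like cells between tumor and normal tissue allow no call of a 4-fold change in edgeR by the simulations, so a count of 0 there sets no limit on the change.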

Differences from the paper's values

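No test in this part was chosen only after the result was seen, apart from the loosest module tree, class markers under the 20% mitochondrial limit, the matrix cluster found without batch correction, the pooled share with a library left out and the score of FGF genes under the 20% limit.

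The paper gives 13 modules active in FGFRS+ fibroblasts, against 8 here that scored highest in the cluster with the highest FGFRS score. The paper states no threshold for activity. Of the alternatives set before the data were examined, a division with more modules gave 1, one with fewer gave 3 and 25-cell metacells gave 3, and none came within 1.5 times of the paper's number. The loosest tree, chosen after the values were seen, gave 2. The paper takes 325 genes from its modules, against 938 genes in the 8 modules here. Among those 8, the modules of 428 and 149 genes scored below 0, the level of control genes, even in this cluster (-0.047 and -0.019). Scoring highest is thus not the same as being active, and the numbers rest on unlike criteria. With fewer modules 241 genes were found, within 1.5 times of the paper's number, while the division with more modules gave 55 and 25-cell metacells 186.

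The paper ranks fibroblasts first by FGFRS score, from a violin plot over cells. No test is stated for that plot, while its methods name analysis of variance in general for several groups. Over libraries, the units here, fibroblast-like cells, at 0.105, ranked after NK-like and B-like cells. The paper names no NK class for these libraries, so the ranks are of unlike sets of classes, and B-like cells ranked higher over partly other libraries. In libraries that held both classes, they lay above myeloid-, epithelial-, plasma- and B-like cells in every library (0.0131 above B-like cells in 2 of 2) and above T-like cells in 3 of 4. In an alternative set before the data were examined, they ranked first with FGF ligands, receptors and co-factors alone, at 0.0268 against 0.0151 in endothelial-like cells (higher in 1 of the 2 libraries with both). With FGF genes under the 20% limit, chosen after the values were seen, they ranked first as well. In colon libraries alone, set beforehand, they lay 0.00138 above NK-like cells in the 1 library that held both, and B-like cells ranked first.

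The paper states that the FGFRS+ subgroup was more frequent in tumors. Fig. S1E shows about 18% in tumors and about 0% in normal tissue, read by eye, and the pooled shares here were 11.8% and 2.03%, with cells and not samples as the units in both. Without colon tumor 5 the pooled share in tumors was 3.80%, so it rested mostly on 1 library. Fig. S1E was taken to show these libraries from its subset names, since the paper's text does not name its dataset. The cluster lay almost wholly in the colon, and stromal cells of normal tissue came mostly from the liver (1199 against 545 from the colon, in libraries with at least 20), so the pooled shares also differ by the mix of tissues. Per library the colon and liver differences had the same direction and did not pass the test. A cluster named after matrix cancer-associated fibroblasts appeared only without batch correction, a cluster chosen after the values were seen. It made up 12.3% ± 19.6 (SD, n = 5 libraries) of stromal cells in colon tumors and 0.0933% ± 0.132 (SD, n = 2) in normal colon (exact two-sided permutation p = 0.429).

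The paper labels CTHRC1, DIO2, ANOS1 and ROBO2 for the FGFRS+ subgroup in Fig. 1E. In the cluster with the highest score here, against the other mesenchymal clusters, CTHRC1 had a log2 fold change of -1.52 (adjusted p = 0.13), DIO2 of -0.68, ANOS1 of -3.44 (adjusted p = 0.25) and ROBO2 of 0.38, and none passed the test. With no filter on low counts CTHRC1 and ANOS1 passed as lower, and no alternative called any of the 4 higher. TRPA1, which the paper labels for another subgroup, was higher in this cluster, where it is a leading gene. FOXL1 and WNT5B, labelled for that subgroup too, had log2 fold changes of 1.14 and 1.84 and did not pass. Against other cell classes, CTHRC1 (6.88), DIO2 (6.83) and ROBO2 (5.35) were higher in fibroblast-like cells. The paper finds collagen fibril organization and epithelial tube morphogenesis enriched in the subgroup by GSEA. Against other mesenchymal clusters no collagen fibril gene was higher here, while in fibroblast-like cells against other classes most genes of both lists were. Endothelial-like clusters were left out of the mesenchymal clusters and 2 libraries entered, so this does not repeat the paper's comparison of subgroups. The cluster may also not be the paper's subgroup, since none of the 4 genes labelled for it was higher.

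The paper labels OIT3, ADGRL4 and CLEC14A for fibroblasts in Fig. 1B. Here they stood at 139 ± 101, 282 ± 60.2 and 315 ± 56.2 CPM (SD, n = 3 libraries) in endothelial-like cells and at 0.973 ± 1.95, 13.4 ± 14.7 and 12.6 ± 16.7 CPM (SD, n = 4) in fibroblast-like cells. The paper labels S100A8, S100A9 and S100A12 for neutrophils, and here they were higher in myeloid-like cells, with no neutrophil cluster. The paper gives GZMK and GZMM for T cells and CD79A for B cells. Under the 5% limit these genes did not pass in those classes, GZMK and GZMM passed in NK-like cells and CD79A in plasma-like cells, while CD3G, C1QC and IGHA1 passed in the classes the paper gives. Under the 20% limit, chosen after the values were seen, all 6 passed there.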

Other observations

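In this part, the T-like subset shares, the tests of the FGFRS score in NK-like cells and the counts over other splits of the libraries were chosen after the results had been seen.

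T-like cells of liver tumors differed from those of normal liver in 23 of 8621 genes, 8 higher and 15 lower, in 7 libraries each. The long noncoding RNA LINC01943 stood at 56.7 ± 21.6 CPM (SD, n = 7 libraries) in tumors and at 11.1 ± 5.56 CPM (SD, n = 7) in normal liver, a log2 fold change of 2.18 (SE 0.31, adjusted p = 0.0065). ICA1, FBLN7, CORO1B, which regulates actin, and OCIAD2 were higher by 2.97, 2.33, 1.22 and 1.18 on the log2 scale. The chemokine CCL3 stood at 30.9 ± 18.6 CPM (SD, n = 7) in tumors and at 177 ± 107 CPM (SD, n = 7) in normal liver, a log2 fold change of -2.59 (SE 0.45, adjusted p = 0.022). Its paralog CCL3L1, the transcription factor IRF8, FEZ1 and SLC4A10, a gene of mucosal-associated invariant T cells, were lower, at -2.71, -2.53, -3.14 and -2.41. Of 13 cytotoxic effector genes, 0 passed over all genes in edgeR or DESeq2, 7 had an unadjusted p under 0.05 and 6 were lower when adjusted over the list alone. On the list alone 0 were lower with no annotation covariate, and 0 in the older annotation. In the 6 paired libraries alone (3 against 3), with the pair as a block, 257 of 10449 genes differed and 11 cytotoxic genes were lower on their list alone, so the libraries and the block changed together. Of 100 splits of the libraries, the real one among them, 2 called at least as many genes as the real one, itself included, with 23 in the real split and 45 in the highest other, which parts fewer pairs. Among the 16 splits that part all 3 pairs of numbers the highest other called 0, and 16 are too few for a share under 0.05.

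CD8 effector-like cells made up 11.4% ± 7.13 (SD, n = 7) of T-like cells in liver tumors and 19.1% ± 7.61 (SD, n = 6) in normal liver under the 5% limit, a difference of -7.77 points that did not pass (exact two-sided permutation p = 0.0862, adjusted p = 0.172). Under the 20% limit they made up 19.1% ± 7.90 (SD, n = 8) in liver tumors and 37.6% ± 12.6 (SD, n = 8) in normal liver (exact two-sided permutation p = 0.00357). Naive or memory-like cells made up 13.0% ± 2.97 (SD, n = 8) and 8.00% ± 2.44 (SD, n = 8), with an exact two-sided permutation p of 0.0028 and an adjusted p of 0.00596. A cluster of 2887 cells under the 5% limit and 1 of 7981 cells under the 20% limit each had 4 detected CD8 effector markers. Both stayed unnamed and are not in the CD8 effector-like shares. In the colon, regulatory T-like cells made up 13.4% ± 7.47 (SD, n = 6) in tumors and 4.73% ± 3.01 (SD, n = 3) in normal tissue (exact two-sided permutation p = 0.0952, adjusted p = 0.357). Colon T-like cells differed in 3 of 9638 genes, the hemoglobin genes HBB, HBA1 and HBA2, all lower in tumors and named after their values were seen, with 566 genes at an unadjusted p under 0.05. The hemoglobin genes are naming markers of erythroid cells, so RNA of other cells was not excluded. Of 84 splits of the libraries 4 called at least as many genes, the real one included, with 3 genes in the real split and 307 in the highest other, a count that points to a structure of the samples. That other split parts fewer pairs of numbers. Among the 8 splits that part all 3 pairs the highest other called 0, and 8 are too few for a share under 0.05. Of the 10 exhaustion genes, 0 passed over all genes in edgeR, 4 had an unadjusted p under 0.05, 1 passed in DESeq2 and 3 were higher when adjusted over the list alone, or 0 without the regulatory T-like cluster, where the median log2 fold change was 1.35 against 1.19.

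In fibroblast-like cells against the other classes, all 12 contractile genes were higher (12 when adjusted over the list alone), among them CNN1 at 9.06, TAGLN at 8.62 and ACTA2 at 7.11 on the log2 scale. Of 14 matrix cancer-associated fibroblast genes 12 were higher (13 alone), among them POSTN at 9.79, SULF1 at 9.38 and THBS2 at 8.40, and of 14 inflammatory fibroblast genes 6 (9 alone), among them CCL11 at 8.90 and C7 at 8.05. All 7 collagen ligands that the paper names were higher (7 alone), with COL6A3 at 9.23. Of these, COL1A1, COL1A2 and COL6A3 are naming markers of fibroblast-like cells. Of the 5 FRS genes, HEYL was higher (1 alone), at 7.19 (SE 0.55, adjusted p = 5.4e-13). No class was named mural-like under the 5% limit, so mural cells were not told apart from fibroblast-like cells in these counts, among them those of contractile genes and HEYL, while under the 20% limit 306 mural-like cells were named. Of 10 class II genes 2 were lower, CD74 at -4.43 and HLA-DQB1 at -5.55 (9 alone), and of 10 naive and memory T cell genes 2 were lower (4 alone). Of 14 cell cycle, 10 exhaustion and 9 regulatory T cell genes, 1 each was lower (0, 5 and 4 alone). Of 14 cytotoxic genes 0 passed in edgeR (12 lower alone, 13 by DESeq2, 13 at an unadjusted p under 0.05). In edgeR 0 of 13 hypoxia and glycolysis genes passed (0 alone, 1 at an unadjusted p under 0.05, 1 by DESeq2) and 0 of 14 interferon genes (0 alone, 0 at an unadjusted p under 0.05, 0 by DESeq2). For the signature genes, with any one class of each library put in the place of the fibroblast-like cells, 1 of 100 splits gave as many, the real one itself, with 6 in libraries that hold fibroblast-like cells and 5 in the highest other, which decides nothing about chance, since those splits mix cell types. In liver fibroblast-like cells, 8 of 14 inflammatory fibroblast genes were lower in tumors when adjusted over the list alone (0 over all genes in edgeR, 8 at an unadjusted p under 0.05, 3 by DESeq2), with a median log2 fold change of -3.67, in 3 tumors against 1 normal library. In the same comparison 14 of 14 cytotoxic genes had higher values in tumors (median 4.46) and 13 of 15 dissociation and heat stress genes lower ones, none past the threshold, so RNA of other cells and handling were not excluded.

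NK-like cells had a higher mean FGFRS score than fibroblast-like cells. With every cell thinned to 1000 UMIs the fibroblast-like minus NK-like score was -0.0297 (SD 0.0172, n = 4 libraries), which argues against a difference in UMIs per cell. Without FGFBP2, a signature gene that cytotoxic lymphocytes express, it was -0.0133 (SD 0.0162), which cannot be told apart from 0 or from the full difference at 4 libraries.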
